# Urolithin Α modulates inter-organellar communication via calcium-dependent mitophagy to promote healthy ageing

**DOI:** 10.1080/15548627.2025.2561073

**Published:** 2025-09-29

**Authors:** Antonis Roussos, Katerina Kitopoulou, Fivos Borbolis, Christina Ploumi, Despoina D. Gianniou, Zhiquan Li, Haijun He, Eleni Tsakiri, Helena Borland, Ioannis K. Kostakis, Martina Samiotaki, Ioannis P. Trougakos, Vilhelm A. Bohr, Konstantinos Palikaras

**Keywords:** Calcium, cellular senescence, ER, geroprotection, lysosome, mitochondria

## Abstract

Mitochondrial dysfunction and impaired mitophagy are hallmarks of ageing and age-related pathologies. Disrupted inter-organellar communication among mitochondria, endoplasmic reticulum (ER), and lysosomes, further contributes to cellular dysfunction. While mitophagy has emerged as a promising target for neuroprotection and geroprotection, its potential to restore age-associated defects in organellar crosstalk remains unclear. Here, we show that mitophagy deficiency deregulates the morphology and homeostasis of mitochondria, ER and lysosomes, mirroring age-related alterations. In contrast, Urolithin A (UA), a gut-derived metabolite and potent mitophagy inducer, restores inter-organellar communication via calcium signaling, thereby, promoting mitophagy, healthspan and longevity. Our multi-omic analysis reveals that UA reorganizes ER, mitochondrial and lysosomal networks, linking inter-organellar dynamics to mitochondrial quality control. In *Caenorhabditis elegans*, UA induces calcium release from the ER, enhances lysosomal activity, and drives DRP-1/DNM1L/DRP1-mediated mitochondrial fission, culminating in efficient mitophagy. Calcium chelation abolishes UA-induced mitophagy, blocking its beneficial impact on muscle function and lifespan, underscoring the critical role of calcium signaling in UA’s geroprotective effects. Furthermore, UA-induced calcium elevation activates mitochondrial biogenesis via UNC-43/CAMK2D and SKN-1/NFE2L2/Nrf2 pathways, which are both essential for healthspan and lifespan extension. Similarly, in mammalian cells, UA increases intracellular calcium, enhances mitophagy and mitochondrial metabolism, and mitigates stress-induced senescence in a calcium-dependent manner. Our findings uncover a conserved mechanism by which UA-induced mitophagy restores inter-organellar communication, supporting cellular homeostasis and organismal health.

**Abbreviations**: Ca^2+^: calcium ions; BJ: human foreskin fibroblasts; BNIP3: BCL2 interacting protein 3; BP: bipyridyl; CAMK2D: calcium/calmodulin dependent protein kinase II delta; CCCP: carbonyl cyanide m-chlorophenyl hydrazone; DEGs: differentially expressed genes; DEPs : differentially expressed peptides; DFP: deferiprone; DNM1L/DRP1: dynamin 1 like; EGTA: ethylene glycol bis(2-aminoethyl ether)-N,N,N’,N’-tetraacetic acid; EMC: endoplasmic reticulum membrane protein complex; ER: endoplasmic reticulum; FCCP: carbonyl cyanide p-trifluoro-methoxyphenyl hydrazone; GO: gene ontology; GSVA: Gene Set Variation Analysis; HUVECs: human umbilical vein endothelial cells; IMM: inner mitochondrial membrane; ITPR/InsP3R: inositol 1,4,5-triphosphate receptor; MAM: mitochondria-associated ER membrane; MAPK: mitogen-activated protein kinase; MCU: mitochondrial calcium uniporter; MEFs: mouse embryonic fibroblasts; NAC : N-acetylcysteine; NFE2L2/Nrf2: NFE2 like bZIP transcription factor 2; NMN: nicotinamide mononucleotide; NR: nicotinamide riboside; OMM: outer mitochondrial membrane; PCA: principal-component analysis; PPARGC1A/PGC1α: PPARG coactivator 1 alpha; PQ: paraquat; TMCO: transmembrane and coiled-coil domains 1; TMRE: tetramethylrhodamine ethyl ester perchlorate; UA: urolithin A; VDAC: voltage dependent anion channel.

## Introduction

Ageing is characterized by a progressive deterioration of cellular function and structural integrity, driven by the breakdown of key homeostatic pathways [1,2]. Among these, mitochondrial dysfunction and impaired mitochondrial selective autophagy (known as mitophagy) are established hallmarks of ageing and age-associated pathologies, including neurodegeneration and metabolic disorders [1,2,3–6]. While mitochondria have traditionally been considered as autonomous energy-producing organelles, recent studies highlight their dynamic communication with other membrane-bound compartments, particularly the endoplasmic reticulum (ER), peroxisomes and lysosomes [7–10]. This inter-organellar communication coordinates critical cellular processes, including calcium signaling, lipid trafficking, energy metabolism, and the maintenance of organelle integrity [6,7,11–13].

Emerging evidence suggests that disrupted inter-organellar crosstalk is a pivotal but underappreciated contributor to cellular ageing [6,11–14]. However, the upstream regulators of this process and whether it can be restored remain poorly understood. Here, we uncover that mitophagy deficiency phenocopies age-associated defects in organelle morphology, including fragmented and dysfunctional mitochondria, distorted ER architecture, and compromised lysosomal integrity. These findings indicate that mitophagy is not only essential for mitochondrial turnover but also for the maintenance of broader organelle organization and communication.

Pharmacological modulation of mitophagy presents a promising therapeutic strategy to tackle mitochondrial and age-related diseases [15–18]. Among various natural compounds identified as mitophagy inducers, Urolithin A (UA) stands out due to its safety profile and its conserved ability to stimulate mitophagy across several model organisms, from the nematode *Caenorhabditis elegans* to humans [19–22]. UA, a metabolite derived from the gut microbial transformation of ellagitannins, has been shown to enhance muscle function, prevent the accumulation of dysfunctional mitochondria with age and extend lifespan in *C. elegans* [4,19]. Extensive studies in mammalian cells, nematodes and mouse models have demonstrated that UA promotes cellular and tissue homeostasis primarily through mitophagy induction [4,19,20,23,24]. Notably, the beneficial effects of UA are conserved in humans, with UA supplementation having received approval from the U.S. Food and Drug Administration (FDA) as a safe ingredient for food products and dietary supplements [25–27]. These findings highlight the therapeutic potential of UA as a novel intervention to improve mitochondrial function and counteract age-dependent comorbidities [28]. However, the mechanism by which UA influences cellular homeostasis remains incompletely understood, particularly beyond its effects on mitochondrial turnover.

We report that UA-induced mitophagy restores age-associated organellar defects and reorganizes ER-mitochondria-lysosome communication through calcium signaling. UA supplementation elevates intracellular calcium levels in various cell types promoting mitophagy both in nematodes and mammalian cells. In *C. elegans*, UA triggers ER calcium release via ITR-1/ITPR/InsP3R (inositol 1,4,5-triphosphate receptor), TMCO-1/F22B5.10/TMCO1 (transmembrane and coiled-coil domains 1), and EMC-3/EMC (ER membrane protein complex subunit 3). The released calcium ions (Ca^2+^) enhance lysosomal function and are taken up by mitochondria through MCU-1/MCU (mitochondrial calcium uniporter), facilitating DRP-1/DNM1L/DRP1 (dynamin-related protein 1)-mediated mitochondrial fission (a critical step for mitophagy). UA also mediates mitochondrial biogenesis through the UNC-43/CaMK2D (calcium/calmodulin dependent protein kinase II delta)-SKN-1/NFE2L2/Nrf2 (NFE2 like bZIP transcription factor 2) pathway, thereby supporting energy metabolism and promoting healthspan and lifespan. Disruption of calcium elevation inhibits UA-induced mitophagy, impairs muscle function and diminishes lifespan extension in *C. elegans*. In human cells, UA supplementation not only triggers DRP1-mediated mitophagy but also enhances mitochondrial metabolism, lysosomal activity and mitigates stress-induced cellular senescence in a calcium-dependent manner. Together, our findings uncover an evolutionarily conserved mechanism by which mitophagy preserves organelle architecture and inter-organellar communication, positioning UA as a therapeutic candidate for restoring intracellular homeostasis, improving energy metabolism and normal organismal physiology during ageing.

## Results

### Mitophagy deficiency phenocopies age-associated organellar morphology defects in *C. elegans*

Disruption of organelle interactions and inter-communication is increasingly recognized as a key contributor to cellular ageing and age-related diseases [7,11–13]. However, the precise regulatory mechanisms governing organellar crosstalk, particularly during ageing, remain poorly understood. To investigate whether mitophagy influences organellar architecture during ageing, we assessed the morphology of ER, mitochondria, and lysosomes in *C. elegans* using organelle-specific markers. Confocal microscopy revealed significant age-dependent deterioration in organelle morphology at day 8 compared to day 1 wild-type control nematodes (Figure S1A-C). Specifically, aged nematodes exhibited fragmented, aggregated and swollen ER structures, disorganized, globular and fragmented mitochondrial networks, enlarged and filamentous lysosomes, indicating impaired organelles dynamics and homeostasis. Interestingly, knocking down key mitophagy regulators, including PINK-1, PDR-1, and DCT-1 (the nematode homologs of the mammalian PINK1, PRKN/parkin and BNIP3 (BCL2 interacting protein 3) respectively), exacerbated the age-related changes in organelle morphology, accelerating defects in mitochondrial and lysosomal structures. Consistently, young (day 1) nematodes subjected to RNAi against mitophagy genes displayed filamentous ER, disrupted mitochondrial network, and enlarged lysosomes, closely resembling organellar phenotypes observed in aged controls (Figure S1A-C).

Over the last decade, several natural and synthetic compounds have been identified as potent mitophagy stimulators [16,18]. These mitophagy inducers include general toxicants such as rotenone, paraquat (PQ), carbonyl cyanide m-chlorophenyl hydrazone (CCCP) and carbonyl cyanide p-trifluoro-methoxyphenyl hydrazone (FCCP), iron chelators like deferiprone (DFP) and bipyridyl (BP), NAD^+^ precursors including nicotinamide riboside (NR) and nicotinamide mononucleotide (NMN) as well as spermidine, resveratrol, and antibiotics such as valinomycin, salinomycin, and antimycin A [16,18]. Among these, UA stands out as one of the most potent mitophagy inducers. Despite our emerging understanding of the molecular mechanisms through which compounds like iron chelators, NAD^+^ boosters, general toxicants and antibiotics trigger mitophagy, the mechanisms by which UA induces mitophagy remain largely elusive, representing a crucial gap in our understanding of its therapeutic potential. Remarkably, UA treatment restored normal organelle morphology even in aged worms (Figure S1A-C). UA-treated animals showed significant restoration of ER network structure, improved mitochondrial integrity, and normalized lysosomal morphology and distribution (Figure S1A-C).

To further investigate how mitophagy induction impacts inter-organellar communication, we examined mitochondria-associated ER membranes (MAMs), which are specialized contact sites critical for inter-organellar signaling. Using high-resolution confocal microscopy, we observed an age-dependent reduction in MAMs formation from day 1 to day 8 in wild-type nematodes, suggesting compromised inter-organellar communication with increasing age (Figure 1A,B). Notably, UA supplementation significantly increased MAMs abundance, restoring their formation in aged animals (Figure 1A,B). Quantitative analysis confirmed a significant increase in MAMs upon UA treatment compared to aged untreated animals, highlighting the ability of UA to restore inter-organellar connectivity (Figure 1B).

**Figure 1.**
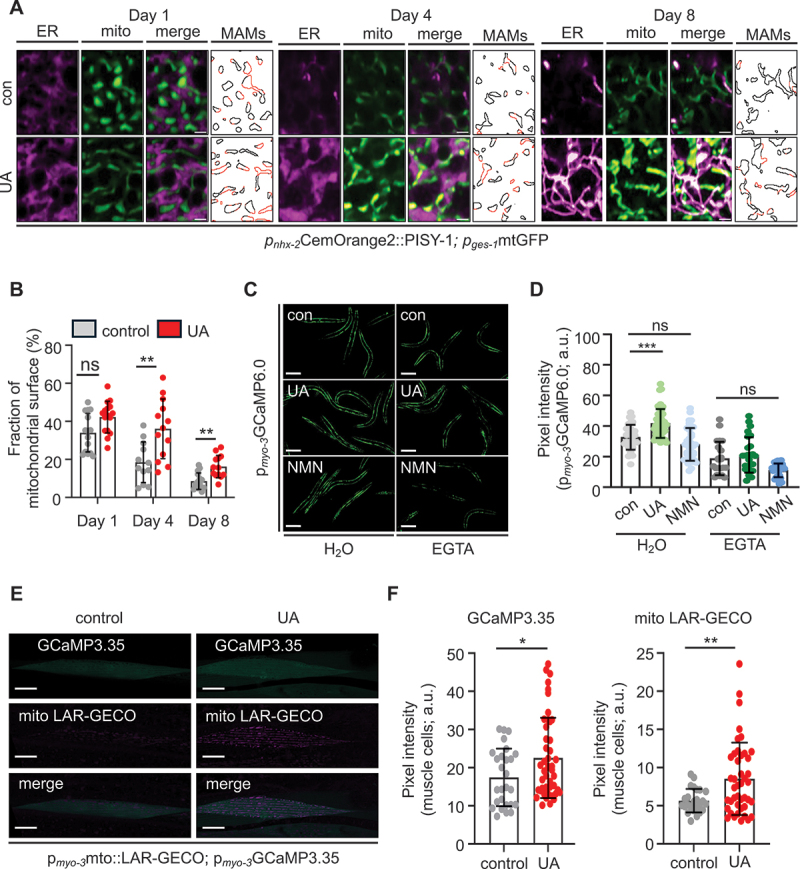
Urolithin A ameliorates the age-dependent decline of ER-mitochondria contacts and alters intracellular Ca^2+^ balance. (A and B) Representative images (A) and quantification of MAMs (B) during ageing of nematodes co-expressing an ER-localized CemOrange (magenta) and a mitochondria-targeted GFP (green) in their intestine (*nhx-2* and *ges-1* promoters, respectively) in control conditions or treated with UA (scale bars: 2 μm; data presented as mean ± SD; ns *p* < 0.05, **p < 0.01; two-way ANOVA). The last panel in each condition in (A) depicts the surface of mitochondria. The fraction that colocalizes with the ER is marked with red and plotted in (B). (C and D) Representative images (C) and quantification (D) of fluorescence intensity in 4-day old transgenic nematodes expressing the calcium biosensor GCaMP6.0 in their body wall muscles (*myo-3* promoter), under control conditions and treated with UA or NMN, in the presence or absence (H_2_O) of the Ca^2+^-chelating agent EGTA (scale bars: 50 μm; data presented as mean ± SD; ns *p* > 0.05, ***p < 0.001; one-way ANOVA). (E and F) Representative images (E) and quantification of mitochondrial fluorescence (F) in 4-day old animals co-expressing the mitochondria-targeted LAR-GECO and the cytoplasmic GCaMP3.35 calcium biosensors in their body wall muscles (*myo-3* promoter) (scale bars: 20 μm; data presented as mean ± SD; *p < 0.05, **p < 0.01; unpaired *t-t*est).

Taken together, these findings demonstrate that impaired mitophagy in young nematodes recapitulates key age-related disruptions in organelle architecture and inter-organellar communication, while UA-induced mitophagy effectively reverses these changes, underscoring its therapeutic potential for promoting cellular health during ageing.

### UA supplementation increases intracellular calcium levels to promote mitophagy in *C. elegans*

Intracellular calcium levels play a pivotal role in cellular homeostasis, as Ca^2+^ act as versatile second messengers influencing a wide array of cellular processes, including energy metabolism, cell differentiation and survival. Moreover, the ability of calcium to modulate enzymatic activities is crucial, particularly under stress conditions [14, 29]. Previous studies in nematodes have shown that PQ and heat shock lead to cytosolic calcium increase in neurons and muscles [30–32]. Therefore, we used PQ as a positive control and investigated whether other mitophagy-inducing compounds, such as UA and NMN, similarly affect intracellular calcium levels. To monitor cytosolic calcium levels, we treated transgenic nematodes expressing the GCaMP2.0 calcium biosensor under the ubiquitous promoter *let-858*, with UA, PQ or NMN. As expected, PQ administration increased the fluorescent intensity of the GCaMP2.0 biosensor, indicating elevated calcium levels. Interestingly, UA also produced a similar increase in calcium levels (Figure S2A, B). Furthermore, both UA and PQ treatments enhanced calcium levels in muscle and neuronal cells (Figure 1C,D and Figure S2C, D). Notably, NMN did not influence cytosolic calcium in any tissue examined (Figure 1C,D and Figure S2A-D). To validate our experimental setup, we used the calcium chelating agent EGTA (ethylene glycol bis (2-aminoethyl ether)-N,N,N’,N’-tetraacetic acid) and found that it inhibited both UA- and PQ-induced calcium elevation in all examined tissues (Figure 1C,D and Figure S2A-D).

The proximity between ER and mitochondria facilitates the establishment of high-concentration Ca^2+^ microdomains, which promote rapid mitochondrial calcium uptake [14]. Given that UA enhances ER-mitochondria interactions, at early life stages and prevents their age-dependent dissociation (Figure 1A,B), we examined whether mitochondrial calcium levels are also influenced by UA supplementation. To evaluate mitochondrial calcium levels, we used transgenic nematodes co-expressing the mitochondrial calcium biosensor mito::LAR-GECO and the cytosolic calcium biosensor GCaMP3.35 in muscle cells [33]. Notably, UA administration significantly elevated fluorescence intensities of both biosensors, confirming increased calcium levels in the cytosol and within mitochondria (Figure 1E,F). These results suggest that UA treatment enhances ER-mitochondria contacts facilitating calcium redistribution, which then potentially initiates a calcium-dependent signaling cascade that regulates mitochondrial quality control.

We next examined whether increased calcium levels are necessary for mitophagy induction upon UA, PQ or NMN treatment. To assess mitophagy levels, we utilized transgenic nematodes expressing the mitophagy biosensor mtRosella in body-wall muscle cells and neurons [3,20,34,35]. Rosella is a fluorescent reporter that combines a rapidly maturing, pH-insensitive DsRed protein fused with a pH-sensitive GFP variant [35–37]; this configuration enables the assessment of mitophagy levels by measuring the ratio of GFP:DsRed fluorescence intensity. mtRosella-expressing nematodes were exposed to UA, PQ or NMN with or without EGTA treatment. Notably, calcium chelation abolished UA- and PQ-induced mitophagy, while it had no effect on NMN-induced mitophagy, underscoring that these molecules act through distinct pathways to trigger mitochondrial degradation (Figure 2A,B and Figure S2E-H). Next, we examined the impact of UA on mitochondrial number and activity. Consistent with previous studies [19], we found that mitochondrial content remained unchanged, whereas mitochondrial membrane potential was reduced in 1-day adult nematodes following UA treatment (Figure S1D and S2I, J). In contrast, UA supplementation prevented excessive mitochondrial accumulation and improved mitochondrial membrane potential in 8-day adult worms (Figure S1D and S2I, J). Interestingly, the effect of UA supplementation on mitochondrial activity was calcium-dependent, as co-treatment with EGTA suppressed this phenotype (Figure S2J). Taken together, these findings suggest that calcium signaling is required in UA-treated animals for mitophagy and mitochondrial homeostasis maintenance during ageing.

**Figure 2.**
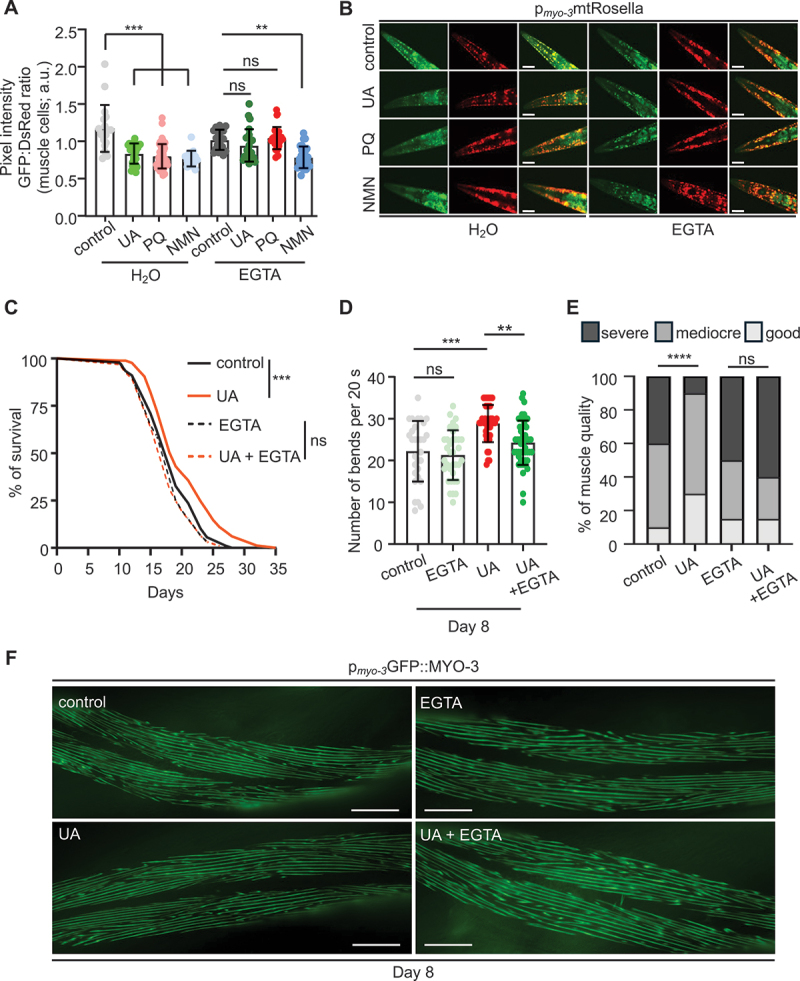
Urolithin A supplementation triggers calcium-mediated mitophagy to confer geroprotection. (A and B) Mitophagy levels estimated by the GFP:DsRed ratio (A) and representative images (B) of 4-day old transgenic nematodes expressing the double-fluorophore mtRosella in body-wall muscles (*myo-3* promoter), under control conditions or treated with UA, PQ, NMN in the presence or absence (H_2_O) of EGTA. Low ratios correspond to high levels of mitophagy (data presented as mean ± SD; ns *p* > 0.05, **p < 0.01, ***p < 0.001; one-way ANOVA). (C) Lifespan of wild-type (N2) nematodes under control conditions and treated with UA, in the presence or the absence of EGTA (ns *p* > 0.05, ***p < 0.001; log-rank (Mantel-Cox) test). (D) Motility of aged (8-day old) WT (N2) nematodes in a drop of isotonic liquid (M9), under control conditions and treated with UA, in the presence or the absence of EGTA (data presented as mean ± SD; ns *p* > 0.05, **p < 0.01, ***p < 0.001; one-way ANOVA). (E and F) Qualitative assessment (E) and representative images (F) of myofilaments in body wall muscles of aged (8-day old) nematodes, visualized by the expression of GFP::MYO-3/myosin, under control conditions and treated with UA, in the presence or the absence of EGTA (scale bars: 50 μm; ns *p* > 0.05, ****p < 0.0001; Chi-square test). Lifespan values are given in Table S2; assays were performed at 20°C.

### Intracellular calcium elevation is essential for the healthspan and lifespan-extending properties of UA in *C. elegans*

Previous studies across a wide range of organisms, from nematodes to humans, have demonstrated that UA supplementation delays age-related muscle degeneration, extends healthspan and promotes longevity [19,25,26,38,39]. Given these findings, we sought to determine whether the elevation of calcium levels is a key mechanism underlying the beneficial effects of UA on organismal physiology.

To this end, we inhibited calcium elevation using the calcium chelator EGTA. Strikingly, EGTA administration significantly reduced the lifespan of UA-treated *C. elegans*, while it had no significant effect on the lifespan of untreated nematodes (Figure 2C). This finding suggests that the elevation of intracellular calcium is crucial for the longevity-promoting effects of UA. In line with previous studies showing that UA preserves muscle morphology and myofilament organization during ageing in *C. elegans* [19], we found that EGTA supplementation completely abrogated the positive effects of UA on the locomotion of aged nematodes (Figure 2D). Moreover, EGTA treatment disrupted myofilament organization in UA-treated worms (Figure 2E,F), further highlighting the role of calcium signaling in the maintenance of muscle integrity during ageing. Together, these results indicate that the elevation of intracellular calcium is essential not only for UA’s lifespan-extending properties in nematodes but also for preserving muscle function during ageing.

### UA triggers transcriptome and proteome adaptive responses to regulate calcium homeostasis and maintain organellar integrity and functional crosstalk

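RNA was sequenced from 4 populations of wild-type N2 nematodes grown with 50 μM UA and from 4 control populations propagated in parallel without it. The methods place the harvest at day 1 of adulthood, whereas the description deposited with the data gives a treatment that runs from the L4 stage to day 4 of adulthood. The libraries were stranded and enriched for mRNA with a poly(A) tail. The authors aligned the filtered reads to the WBcel235 genome with HISAT and counted the mapped fragments on each RefSeq gene with featureCounts. Whether the strand was used in the counting is not stated in the paper's text. The deposited values are these counts, without normalization or a filter, for 46928 genes, of which 24320 had no counts in any of the 8 libraries. Between 41890058 and 43055719 fragments per library were counted on genes, with a median of 42591982 in the control libraries and 42851856 in the UA libraries. The most abundant gene was *vit-6* in every library, with 1.72% to 2.82% of the counts. The counts were normalized with edgeR's TMM method, and genes with too few counts for a test were removed with edgeR's filterByExpr function, which left 13720 genes. UA and control libraries were compared with edgeR's quasi-likelihood F test, and p-values were adjusted over all genes with the Benjamini-Hochberg method. The biological coefficient of variation between libraries of the same condition was 0.16. Replicates 1 and 2 of both conditions differed from replicates 3 and 4 in 1458 genes (adjusted p under 0.05 from the same test). The paper and the labels name no such grouping. It was seen in the principal components and is called the culture batch here. Each culture batch holds 2 UA and 2 control libraries.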

To dissect the molecular responses underlying the UA-mediated beneficial effects on cellular function and organismal physiology, we conducted transcriptomic and proteomic analyses of wild-type nematodes treated with UA *versus* untreated controls. 

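The principal components of the transcriptome were computed on log2 CPM, the counts scaled to the normalized library size, with a prior count of 2. The first component carried 34.1% of the variance and separated the culture batches by 43.0 units. Since the culture batches were defined from this component, their separation along it was given no test. Over all libraries, UA and control differed by -13.79 along it (two-sided exact permutation test, p = 0.514; adjusted p = 0.543 over the 4 components tested), a test that takes no account of the culture batch. The difference was -16.14 among replicates 1 and 2 and -11.44 among replicates 3 and 4, and the UA library lay lower than the control library of the same number in 4 of 4 replicates. The second component carried 18.6% of the variance. The UA libraries lay between 5.75 and 20.42 on it, and the control libraries between -24.55 and 3.67. The mean difference between UA and control on the second component was 28.6 (two-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow; adjusted p = 0.114 over the 4 components). It was 27.1 among replicates 1 and 2 and 30.2 among replicates 3 and 4, and the UA library lay higher in 4 of 4 replicates. Over all genes tested, the mean Euclidean distance between a UA and a control library was 59.3, and the mean distance between libraries of the same condition was 56.5. The difference of 2.83 between these means was reached by 4 of the 35 splits of the 8 libraries into groups of 4 (one-sided exact permutation test, p = 0.114). The real split and the split that follows the culture batch, at 11.18, are among these 4. The separation of the conditions thus did not pass p under 0.05 in this test, which takes no account of the culture batch. The difference was 10.2 among replicates 1 and 2 and 4.58 among replicates 3 and 4, where 2 libraries against 2 are too few for a test. With each replicate number treated as a block, it was 10.22 (exact permutation test, p = 0.125, the smallest that the 8 possible splits allow). With the mean of each culture batch removed, an alternative chosen after seeing the data, it was 6.78 (exact permutation test, p = 0.0556, the smallest that the 18 splits with 2 libraries of each culture batch on each side allow).

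**Figure D1:**
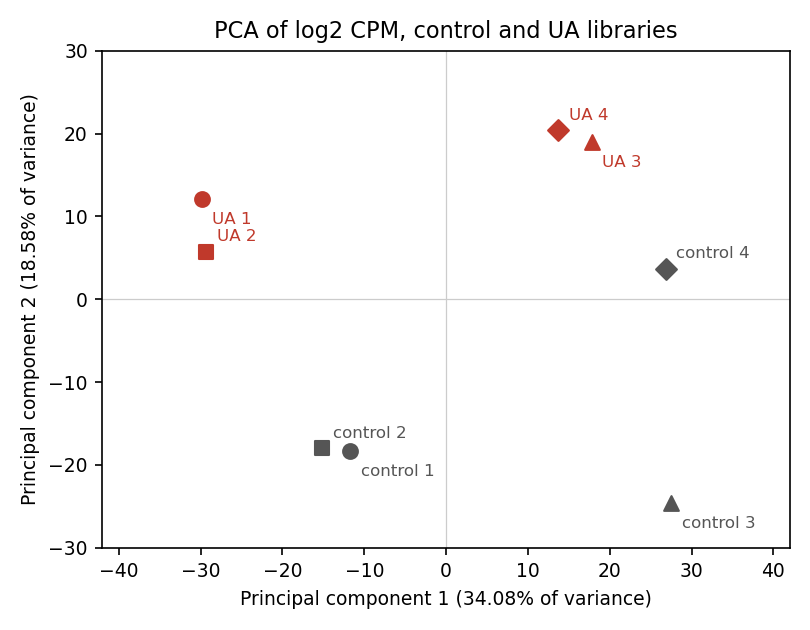
First (x axis) and second (y axis) principal component scores of the 4 control (grey) and 4 UA (red) libraries, with a different marker for each replicate number and the percent of variance on each axis. Replicates 3 and 4 lie on the right and replicates 1 and 2 on the left, and the UA libraries lie between 5.75 and 20.42 on the y axis, above the control libraries.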

Principal-component analysis (PCA) of both transcriptomic and proteomic datasets revealed clear clustering between the control and UA-treated groups, indicating distinct molecular profiles in response to UA (Figure S1E, F). Transcriptomic analysis identified 936 differentially expressed genes (DEGs), including 660 upregulated and 276 downregulated genes (fold change, FC ≥ 1.2; *p* < 0.05; (Figure S1G)), while proteomic profiling identified 4603 nematode proteins, from which 809 were significantly upregulated and 510 downregulated (Figure S1H). 

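At the thresholds of the paper's methods, an unadjusted p under 0.05 and a fold change over 1.2, edgeR's test called 778 of the 13720 genes, of which 565 were upregulated and 213 downregulated with UA. At an unadjusted p under 0.05 alone, 995 genes passed. At an adjusted p under 0.05, 13 genes passed, 9 of them higher and 4 lower in UA. DESeq2, the tool that the paper used, called 773 DEGs on the same genes at the paper's thresholds, 572 upregulated and 201 downregulated, and 167 genes at an adjusted p under 0.05. Libraries of the same replicate number deviated from the mean of their condition in a similar way, with a mean correlation across genes of 0.275. The mean correlation was 0.247 for different numbers of the same culture batch and -0.261 for different culture batches. With each replicate number treated as a block, 1094 DEGs were called, 755 upregulated and 339 downregulated, and 115 genes passed an adjusted p under 0.05. Among the alternatives, the count of DEGs moved most with the culture batch as a covariate, which was chosen after seeing the data and gave 1151 DEGs. With each library left out in turn, between 641 and 937 DEGs were called. Among replicates 1 and 2 alone, 1616 genes passed the paper's thresholds, 967 upregulated and 649 downregulated. Among replicates 3 and 4 alone, 761 passed, 533 upregulated and 228 downregulated. An adjusted p under 0.05 was reached by 546 genes among replicates 1 and 2 and by 26 among replicates 3 and 4. The DEGs of the separate culture batches shared 314 genes, of which 274 changed in the same direction and 40 in opposite directions.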

Heatmaps of DEGs and differentially expressed peptides (DEPs) provide further insights into the impact of UA on gene and protein expression patterns (Figure S1I, J). 

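In 401 of the 778 DEGs, the normalized values of the 4 UA libraries were all above or all below those of the 4 control libraries. Among all genes tested this held for 656 genes or 4.78%, where chance gives 2.86%. Of the genes separated in this way with an adjusted p under 0.05, the largest rise was in *pgp-1* (CELE_K08E7.9), a protein-coding gene on the reverse strand of chromosome IV from 12591704 to 12599169. Its CPM was 12.5 ± 0.933 (SD, n = 4) in control and 52.2 ± 17.6 (SD, n = 4) in UA, a log2 fold change of 2.07 (standard error 0.22, adjusted p = 0.00769 from edgeR's test). The log2 fold change of *pgp-1* was 2.38 among replicates 1 and 2, 1.65 among replicates 3 and 4, and 2.01 with the replicate block (adjusted p = 0.00106). The next largest rises had log2 fold changes of 1.89 in *cyp-13A5* (CELE_T10B9.2, adjusted p = 0.0118), 1.74 in *asp-17* (CELE_Y39B6A.24, adjusted p = 0.0045), 1.56 in C40H1.8 (adjusted p = 0.0118) and 1.46 in K09C4.5 (adjusted p = 0.0311). With each library left out in turn, *pgp-1* and *asp-17* kept an adjusted p under 0.05 in all 8 fits, C40H1.8 in 6, *cyp-13A5* in 5 and K09C4.5 in 1. The largest fall was in *dod-22* (CELE_F55G11.5), on the forward strand of chromosome IV from 12965374 to 12967392. Its CPM was 33.1 ± 8.7 (SD, n = 4) in control and 5.62 ± 1.51 (SD, n = 4) in UA, a log2 fold change of -2.56 (standard error 0.23, adjusted p = 0.00429), and it kept an adjusted p under 0.05 in all 8 of these fits. The log2 fold change of *dod-22* was -2.59 among replicates 1 and 2, -2.53 among replicates 3 and 4, and -2.56 with the replicate block (adjusted p = 1.77e-05). Since only 4 genes fell at an adjusted p under 0.05, the other large falls were taken at an unadjusted p under 0.05. R08F11.4 had a log2 fold change of -2.14 (adjusted p = 0.00911), and its adjusted p passed in 7 of the 8 fits. *irg-4* (CELE_F08G5.6, -2.41, adjusted p = 0.221), *pals-14* (CELE_F22G12.1, -1.85, adjusted p = 0.193) and *oac-32* (CELE_F52F10.4, -1.83, adjusted p = 0.211) did not reach an adjusted p under 0.05, but did with the replicate block (adjusted p = 0.00378, 0.0249 and 0.0491). The lowest adjusted p of all genes was that of C17H12.8, which was singled out after its values were seen. Its CPM was 178.9 ± 8.67 (SD, n = 4) in control and 77.3 ± 5.29 (SD, n = 4) in UA, a log2 fold change of -1.21 (standard error 0.06, adjusted p = 1.7e-05).

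**Figure D2:**
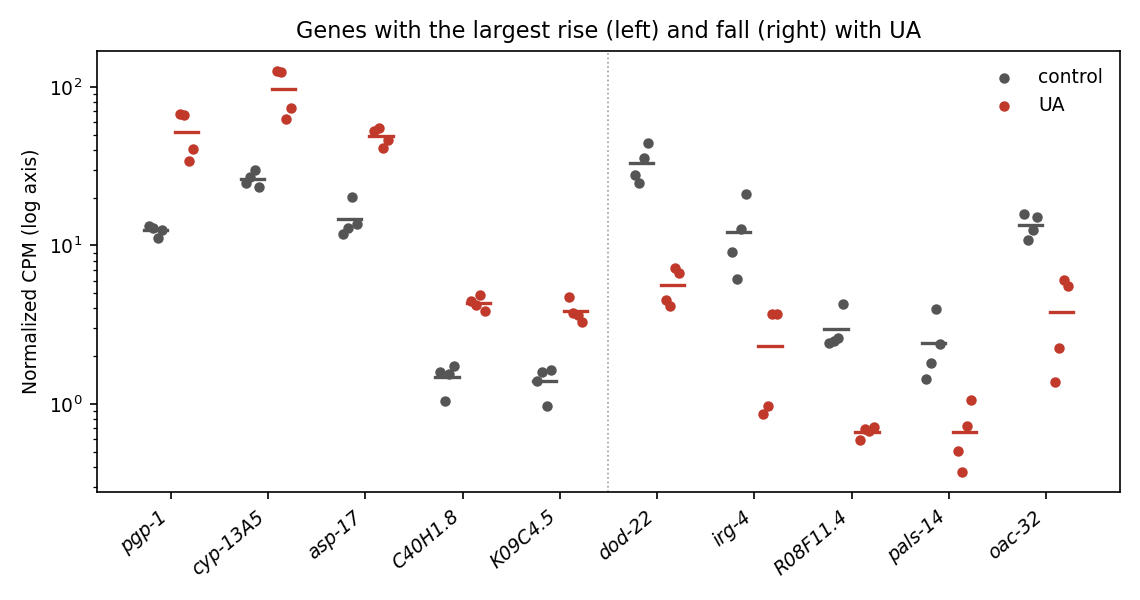
Normalized CPM (y axis, log scale) of the 5 genes with the largest rise and the 5 with the largest fall with UA, by the rule on separated groups, in each control (grey) and UA (red) library, with a line at each mean. For each gene the 4 UA points lie on 1 side of the 4 control points.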

To explore the functional significance of these adaptations, we performed Gene Ontology (GO) enrichment analysis including both upregulated and downregulated genes or proteins. 

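The GO annotation was not among the files at hand, so 23 sets of genes were drawn up from gene names, of which 12 cover mitochondria, the ER, calcium signaling, lysosomes and peroxisomes. The 12 include a set on the hydroperoxide and oxidative stress response, counted with the peroxisomes. A name does not show where the product of a gene lies, so a set can hold genes that act elsewhere. Each set was tested for over-representation among the 778 DEGs with a one-sided Fisher's exact test against the 13720 genes tested, with upregulated and downregulated DEGs taken together. Of the 12 sets of the organelles and calcium signaling, 1 was over-represented. The set of lysosomal proteases and hydrolases held 8 DEGs among 50 genes, where 2.84 were expected (adjusted p = 0.0383 over the 23 sets), and 5 of the 8 rose and 3 fell. Most of the 8 are protease genes taken into the set by the names *asp* and *cpr*. Whether their products lie in lysosomes was not examined. With each library left out in turn, this set passed an adjusted p under 0.05 in 3 of the 8 fits, with an adjusted p from 0.00759 to 0.295. The lysosomal membrane set held 4 DEGs among 44 genes (adjusted p = 0.944). The set of calcium channels, pumps and sensors held 1 DEG, *rcan-1*, among 62 genes, where 3.52 were expected. The peroxisome set held 3 DEGs among 33 genes (adjusted p = 0.944), which were *prx-13*, *prx-11* and *ctl-1*, all higher in UA. Whether the product of *ctl-1* lies in peroxisomes was not examined. The hydroperoxide and oxidative stress set held 2 DEGs among 40 genes, where 2.27 were expected. None of the 5 mitochondrial sets and neither of the 2 ER sets held a DEG. The largest of them, the mitochondrial ribosome, held 71 genes, where 4.03 DEGs were expected. Among the other sets, C-type lectins and lysozymes held 27 DEGs among 119 genes, where 6.75 were expected (adjusted p = 9.27e-09), of which 10 rose and 17 fell. This set also takes in genes named *irg*, among them *irg-4*, so that not all of the 27 are lectins or lysozymes by name. Cytochrome P450 genes held 12 DEGs among 63, where 3.57 were expected (adjusted p = 0.00215), and all 12 rose. Collagens held 17 DEGs among 118 genes, where 6.69 were expected (adjusted p = 0.00265), of which 3 rose and 14 fell. Fisher's test takes the genes as independent and does not measure the spread between populations. Of the 35 splits of the libraries into groups of 4, 9 gave a Fisher p as small for the lysosomal proteases and hydrolases. For P450 genes 2 did, for C-type lectins 5 and for collagens 8. Of the 8 splits that part every pair of equal replicate numbers, 3 did for collagens and 1, the real split, for each other set. With each replicate number treated as a block, the same 4 sets passed. The P450 genes then held 20 DEGs, of which 13 rose and 7 fell, and the lysosomal proteases and hydrolases held 14, of which 5 rose and 9 fell (adjusted p = 0.000136). This set held 18 DEGs among replicates 1 and 2 alone, of which 8 rose and 10 fell (adjusted p = 4.37e-05), and 16 among replicates 3 and 4 alone, of which 10 rose and 6 fell (adjusted p = 6.58e-08). Among replicates 1 and 2 alone, 9 P450 DEGs rose and 10 fell, and among replicates 3 and 4 alone, 9 rose and 2 fell. Among the collagens, 5 DEGs rose and 48 fell in the former, and 6 rose and 6 fell in the latter, where the set did not pass (adjusted p = 0.176). In replicates 1 and 2 alone, 2 sets passed that did not pass over all libraries. Muscle filaments held 18 DEGs among 33 genes (adjusted p = 2.41e-08), of which 17 fell, and detoxification genes held 26 among 93 (adjusted p = 7.88e-05). Without a filter on low counts, 18 collagens rose and 20 fell. Among the 13 genes with an adjusted p under 0.05, no set was over-represented, which was the largest change that any alternative made. These genes are too few for a set that holds 1 of them to pass, and the lysosomal proteases and hydrolases, at 21.11-fold, and P450 genes, at 16.75-fold, each held 1 (adjusted p = 0.668 for each).

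**Figure D3:**
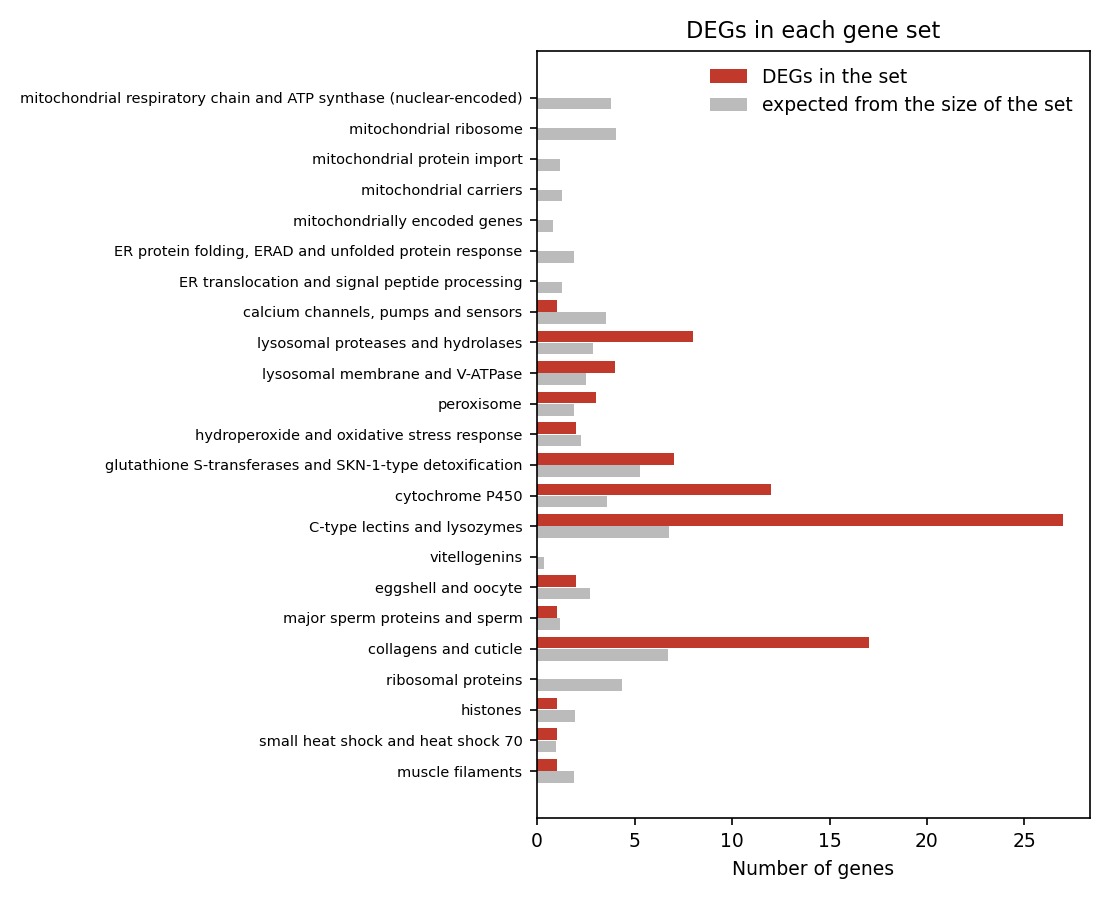
Number of DEGs (x axis) in each of the 23 gene sets (y axis), as counted (red) and as the size of the set would give (grey). C-type lectins and lysozymes, with 27 DEGs against 6.75 expected, stand farthest from expectation, and the mitochondrial and ER sets hold 0 DEGs.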

The analyses revealed the enrichment of terms associated with key biological processes and cellular compartments, including calcium signaling, the ER, lysosomes, mitochondria and peroxisomes for DEGs and processes associated with calcium homeostasis, mitochondrial electron transport, protein processing in the ER, lysosomal activity and oxidative stress response for DEPs (Figure S1K, L). To better integrate the transcriptomic and proteomic analyses, we performed Gene Set Variation Analysis (GSVA) to assess pathway enrichment patterns in a sample-wise manner across both datasets [40]. We focused specifically on pathways relevant to the ER, calcium signaling, lysosomal function, peroxisomal dynamics, and mitochondrial activity. Only gene sets within the proteomic dataset exhibiting a *p* value < 0.05 were retained for cross-comparison. The resulting GSVA enrichment scores were visualized in a heatmap (Figure 3A), showing high concordance between transcriptomic and proteomic profiles across organelle-specific processes. These data provide evidence of coordinated transcriptome-proteome responses to UA, particularly in modules regulating organelle homeostasis and inter-organellar communication.

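For the transcriptome, a GSVA score was computed in each library for each of the 23 gene sets, and UA and control libraries were compared with a two-sided exact permutation test. None of the 23 sets passed p under 0.05 before or after adjustment, and the lowest adjusted p was 0.657. The smallest p that 4 libraries against 4 allow is 0.0286, so that an adjusted p under 0.05 needs 14 of the 23 sets at this p. The 5 mitochondrial sets had lower mean scores in UA, but none of these differences passed the exact test. The nuclear-encoded respiratory chain and ATP synthase set scored 0.218 ± 0.37 (SD, n = 4) in control and -0.265 ± 0.256 (SD, n = 4) in UA, a difference of -0.483 (exact permutation test, p = 0.114). Its difference was -0.729 among replicates 1 and 2 and -0.238 among replicates 3 and 4, and 3 of the 4 replicate numbers showed it. The mitochondrial ribosome and the carriers scored lower in UA in 4 of 4 replicates (two-sided exact sign-flip test on the paired differences, p = 0.125 for each, the smallest possible). The differences of the other mitochondrial sets were -0.305 for the mitochondrial ribosome, -0.25 for protein import, -0.258 for carriers and -0.296 for the mitochondrially encoded genes (exact permutation test, p = 0.171, 0.143, 0.2 and 0.429). Without control replicate 4, the respiratory chain (-0.644) and protein import (-0.432) reached an unadjusted p of 0.0286 in this test. Without UA replicate 3, the carriers did (-0.416). No mitochondrial set did so in the other fits that left out 1 library. The ER sets differed by -0.12 for folding and the unfolded protein response and by -0.132 for translocation (exact permutation test, p = 0.543 and 0.657). The former was 0.013 among replicates 1 and 2 and -0.252 among replicates 3 and 4, and the latter 0.309 and -0.573. The calcium set differed by 0.151 (exact permutation test, p = 0.571), with 0.139 and 0.162 in the separate culture batches. The lysosomal sets differed by 0.083 for proteases and hydrolases and by -0.026 for the membrane (exact permutation test, p = 0.743 and 0.857), and the latter was -0.258 among replicates 1 and 2 and 0.206 among replicates 3 and 4. The peroxisome set differed by 0.391 (exact permutation test, p = 0.114), was 0.262 among replicates 1 and 2 and 0.52 among replicates 3 and 4, and was higher in UA in 3 of the 4 replicate numbers. With each replicate number treated as a block, no set can pass, since the smallest p that 4 differences allow is 0.125. Mean z-scores of the genes in place of GSVA also gave 0 sets at an adjusted p under 0.05. From the GSVA scores of the transcriptomic and proteomic datasets (Figure 3A), the paper draws evidence that both respond to UA in a coordinated way, above all in modules of organelle homeostasis.

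**Figure D4:**
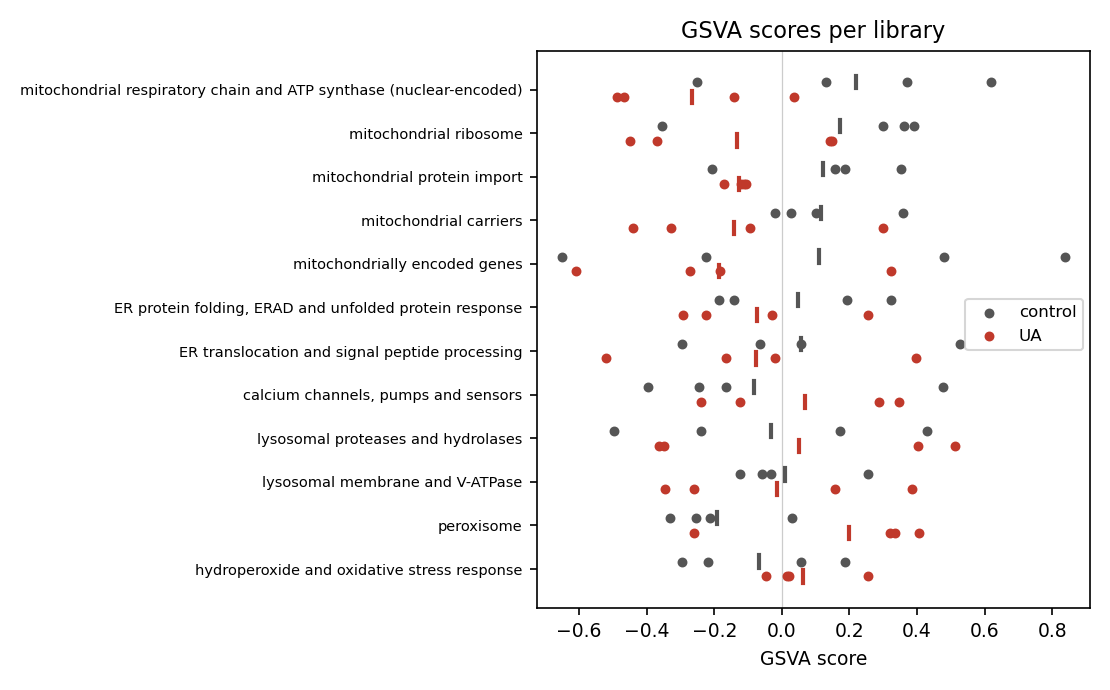
GSVA scores (x axis) of the 12 gene sets on mitochondria, the ER, calcium, lysosomes and peroxisomes (y axis) in the 4 control (grey) and 4 UA (red) libraries, with a bar at each mean. The points of the conditions overlap in each set, with the mean difference ranging from -0.483 for the respiratory chain to 0.391 for the peroxisome.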

**Figure 3.**
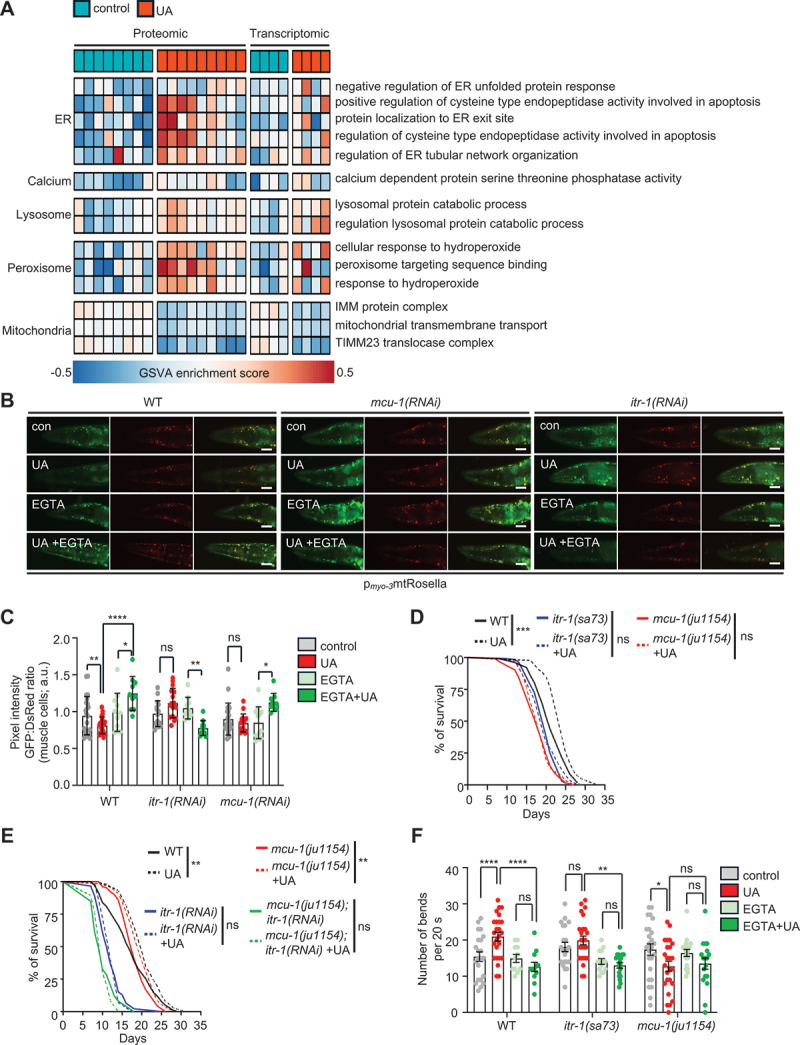
The ER-to-mitochondria calcium transport machinery is required for the beneficial effects of Urolithin A. (A) Heatmap of GSVA-enriched pathways related to ER, calcium, lysosomal, peroxisomal and mitochondrial functions based on proteomic and transcriptomic datasets obtained from UA-treated *versus* untreated N2 animals. Peptide sets within the proteomic dataset exhibiting *p* values < 0.05 were considered statistically significant and subsequently compared with those in the transcriptomic dataset. (B and C) Mitophagy levels estimated by the GFP:DsRed ratio (C) and representative images (B) of 4-day old transgenic nematodes expressing the double-fluorophore mtRosella in body-wall muscles (*myo-3* promoter), exposed to RNAi against *itr-1* or *mcu-1*, under control conditions and treated with UA, in the presence or absence of EGTA. Low ratios correspond to high levels of mitophagy (scale bars: 50 μm; data presented as mean ± SD; ns *p* > 0.05, *p < 0.05, **p < 0.01, ****p < 0.0001; two-way ANOVA). (D) Lifespan of WT (N2), *mcu-1(ju1154)* and *itr-1(sa73)* mutant nematodes under control conditions or treated with UA (ns *p* > 0.05, ***p < 0.001; log-rank (Mantel-Cox) test). (E) Lifespan of WT (N2) and *mcu-1(ju1154)* mutant nematodes exposed to RNAi against *itr-1*, under control conditions and treated with UA (ns *p* > 0.05, **p < 0.01; log-rank (Mantel-Cox) test). (F) Motility of aged (8-day old) WT (N2), *itr-1(sa73)* and *mcu-1(ju1154)* nematodes in a drop of isotonic liquid (M9), cultivated under control conditions or treated with UA, in the presence or the absence of EGTA (data presented as mean ± SD; ns *p* > 0.05, *p < 0.05, **p < 0.01, ****p < 0.0001; two-way ANOVA). Lifespan values are given in Table S2; assays were performed at 20°C.

To further investigate the functional relationships among proteins altered by UA, we conducted a network analysis of the enriched proteomic data. Our analysis uncovered strong interconnectivity among mitochondrial, lysosomal and ER-associated pathways (Figure S1M). Indeed, several mitochondrial proteins associated with energy production (COX-5B, COX-4, COX-6A, COX-6B, COX-6C), metabolism (ACL-6, ACL-7, TRXR-1), and mitostasis (SLC-25A46) were significantly induced in UA-treated groups (Figure S3A). These findings could explain the increased mitochondrial membrane potential and improved mitochondrial content observed in UA-treated aged nematodes (Figure S1D and S2J). Additionally, our analysis suggests that UA supplementation modulates lysosomal function, as indicated by the elevated levels of several lysosomal proteins, including those with structural and enzymatic roles, such as DCT-11, LAAT-1, HRG-7, ASP-3 and ASP-12 (Figure S3B). Consistent with these results, we observed that UA improves lysosomal activity, by staining nematodes with a lysosome-specific dye (Figure S3C, D). Importantly, this enhancement of lysosomal function is also dependent on calcium elevation (Figure S3C, D).

Together, our multi-omics analysis provides a comprehensive overview of UA’s multifaceted impact on cellular metabolic pathways and organelles, particularly those involved in calcium homeostasis, such as the ER, mitochondria and lysosomes; further supporting our hypothesis that UA exerts its beneficial effects on cellular physiology through a broad proteostatic remodeling that sustains inter-organellar communication [41,42].

### ITR-1/ITPR/InsP3R and MCU-1/MCU regulate calcium signaling and lifespan upon UA treatment in *C. elegans*

Calcium signaling is a crucial regulator of multiple cellular processes, including energy metabolism, autophagy and cell death, all of which are tightly linked to cellular and organismal viability [14,29]. The regulation of intracellular calcium concentration relies on an intricate network of organelle-specific calcium channels and transporters. ER is the largest cellular Ca^2+^ storage site, capable of maintaining calcium homeostasis in cells [41,42]. Upon physiological stimuli, Ca^2+^ is rapidly released from the ER, initiating downstream signaling cascades that activate various calcium-dependent effector proteins such as kinases, phosphatases, and ion channels [14,29,41,42].

ITR-1/ITPR/InsP3R is a main regulator of calcium release from ER to cytosol [41–43]. We found that *itr-1*, the nematode homolog of the mammalian ITPR/InsP3R, was upregulated in our transcriptomic analysis, a finding further confirmed by increased mRNA levels through qRT-PCR validation (Figure S3E). 

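*itr-1* (CELE_F33D4.2) lies on the forward strand of chromosome IV of WBcel235 from 7675174 to 7696930, with 38 exon blocks of 9187 bases in total in the deposited table. No other gene with a mean of at least 10 counts overlaps it. Between 1437 and 2117 fragments per library were counted on it. Its normalized CPM was 39.2 ± 4.97 (SD, n = 4) in control and 44.0 ± 5.91 (SD, n = 4) in UA, a log2 fold change of 0.17 (standard error 0.11, adjusted p = 0.826 from edgeR's test). The difference did not pass a test that takes no account of the replicate numbers (two-sided exact permutation test on the log2 CPM, p = 0.229). The UA library was higher than the control library of the same number in 4 of 4 replicates, with a change from 34.6 to 50.9 CPM in replicate 3, from 39.0 to 41.4 in replicate 1, from 37.0 to 37.3 in replicate 2 and from 46.16 to 46.23 in replicate 4. With each replicate number treated as a block, the log2 fold change was 0.16 (adjusted p = 0.546). DESeq2 gave 0.16 (adjusted p = 0.888). It was 0.06 among replicates 1 and 2 and 0.27 among replicates 3 and 4. With each library left out in turn, it stayed between 0.09 and 0.26, with an adjusted p between 0.487 and 0.98. From the upregulation of *itr-1* that it reports in the transcriptome and by qRT-PCR (Figure S3E), the paper goes on to ask whether ITR-1 mediates the calcium elevation that promotes mitophagy and longevity.

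**Figure D5:**
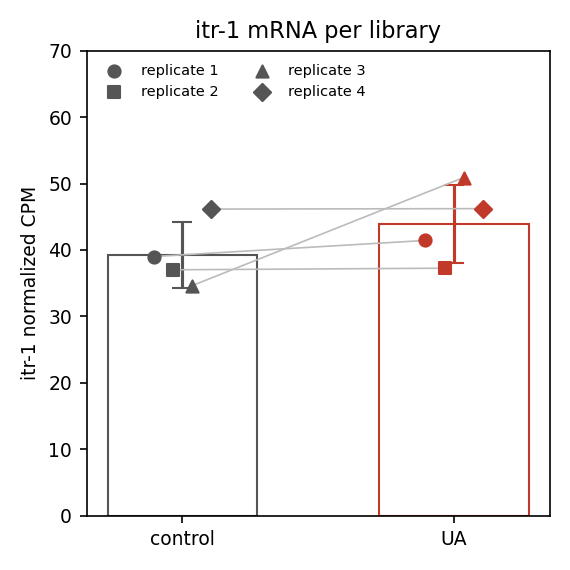
Normalized CPM of *itr-1* (y axis) in control (grey) and UA (red), with bars at the mean, error bars of 1 SD (n = 4), a marker for each replicate and grey lines that join libraries of the same number. The means are 39.2 in control and 44.0 in UA, and the error bars overlap.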

Then, we asked whether ITR-1/ITPR/InsP3R mediates calcium elevation to promote mitophagy and longevity in response to UA supplementation. Notably, knocking down of *itr-1* suppressed both cytosolic calcium elevation and mitophagy induction in response to UA (Figure 3B, C and Figure S3F, G). Intriguingly, EGTA-mediated calcium chelation abolished UA-induced mitophagy in wild-type nematodes, but paradoxically increased mitophagy in ITR-1 deficient animals, possibly due to deregulated calcium distribution across organelles (Figure 3B,C).

Importantly, ITR-1 depletion abolished UA-mediated improvements in myofilament structure and lifespan extension, underscoring that ITR-1 is indispensable for the geroprotective effects of UA (Figure 3D,E and Figure S3H, I). While proteomic analysis did not show any significant changes in ITR-1/ITPR/InsP3R protein expression levels post-UA treatment, it revealed elevated levels of ER proteins involved in lipid metabolism (FAT-5, ACS-22), proteostasis (SRP-1, ERO-1, DNJ-2, XBP-1) and ER morphology and organization (TMCO-1/F22B5.10, EMC-3, ERL-1) (Figure S3J) [44–49]. Recent studies suggest that both the EMC complex and TMCO1 are essential for calcium release from the ER to the cytosol [44,49]. Although UA did not alter the mRNA levels of both *emc-3* and *tmco-1/F22B5.10* (the nematode homologs of the mammalian *EMC3* and *TMCO1* respectively), its supplementation failed to extend lifespan and preserve muscle function during ageing in nematodes depleted of TMCO-1/F22B5.10 and EMC-3 (Figure S3K-M). These findings indicate that calcium release from the ER is a critical early step in promoting healthspan and longevity in response to UA treatment.

Calcium transfer from the ER to mitochondria occurs at MAMs, where ITR-1/ITPR/InsP3R aligns with VDACs (voltage dependent anion channels), which mediate the fast transfer of Ca^2+^ across the outer mitochondrial membrane (OMM), followed by its accumulation in the mitochondrial matrix via the MCU (mitochondrial calcium uniporter) of the inner mitochondrial membrane (IMM) [41,42,50]. Consistently, UA increased ER-mitochondria contact sites and mitochondrial calcium uptake (Figure 1A,B,E,F), prevented age-related structural decline in organelles, restored mitochondrial network, ER sheet integrity, and lysosomal morphology (Figure S1A-C).

To assess whether mitochondrial calcium uptake is also essential for mitophagy induction and lifespan extension upon UA, we knocked down *mcu-1*, the nematode homolog of the mammalian MCU. Similarly to ITR-1, MCU-1 depletion abolished UA-mediated mitophagy, while it did not display any additive effect in combination with calcium chelation, suggesting that MCU-1/MCU and Ca^2+^ act in the same pathway to mediate the effect of UA (Figure 3B,C). Notably, genetic ablation of *mcu-1* inhibited UA-mediated longevity (Figure 3D,E). Furthermore, simultaneous depletion of *mcu-1* and *itr-1* did not produce an additive effect, suggesting that both ITR-1 and MCU-1 act within the same pathway to promote lifespan extension upon UA treatment (Figure 3E). Intriguingly, UA retained some of its beneficial effect in *mcu-1(ju1154)* animals when they were fed with HT115 bacteria for RNAi, suggesting that differences in the metabolic profiles between food sources might activate alternative pathways for mitochondrial calcium import [50–52]. Beyond longevity, both ITR-1 and MCU-1 are also required for UA-induced improvements in healthspan, as UA failed to restore age-related locomotion defects in *mcu-1(ju1154)* and *itr-1(sa73)* mutant nematodes (Figure 3F). Additionally, calcium chelation did not further diminish locomotion in the UA-treated *mcu-1(ju1154)* and *itr-1(sa73)* mutants, suggesting that calcium release from the ER via ITR-1/ITPR/InsP3R and subsequent mitochondrial uptake through MCU-1/MCU are jointly essential for the UA-mediated healthspan and lifespan extension (Figure 3E,F). Interestingly, MCU-1 depletion suppressed the UA-induced increase in cytosolic calcium, indicating that mitochondrial calcium cycling could contribute to cytosolic calcium elevation, which, in turn, could trigger mitophagy (Figure S3F, G). These results highlight a coordinated mechanism in which calcium release from the ER via ITR-1/ITPR/InsP3R and mitochondrial uptake via MCU-1/MCU are essential for the beneficial effects of UA on mitophagy, healthspan and lifespan in *C. elegans*.

### DRP-1/DNM1L/DRP1-mediated mitophagy promotes lifespan extension and sustains muscle function upon UA treatment in *C. elegans*

Mitochondrial quality control mechanisms are essential for the maintenance of cellular health and tissue integrity [16, 53–55]. Mitochondrial dynamics, comprising fission and fusion processes, enable the constant remodeling of the mitochondrial network to adapt to metabolic cellular demands and remove damaged components [55,56]. Particularly, mitochondrial fission is a critical prerequisite for mitophagy, as it divides the network into smaller fragments that can be selectively degraded [57,58]. It is suggested that smaller mitochondria can be easily engulfed by autophagosomes to be eventually degraded and recycled [57, 59–61]. Mitochondrial fission largely depends on DNM1L/DRP1, which constricts and severs mitochondrial membranes, thereby priming the organelle for degradation [62,63]. However, mitophagy can proceed through both DNM1L/DRP1-dependent and -independent pathways, underlining the existence of alternative mechanisms to promote mitophagy and sustain energy metabolism [16,64].

Therefore, we asked whether DRP-1 is required for UA-induced mitophagy in *C. elegans*. Our results showed that DRP-1/DNM1L/DRP1 deficiency completely abolished mitophagy induction in both body-wall muscle and neuronal cells in response to UA (Figure 4A, B and Figure S4A, B). Notably, EGTA treatment had no additional impact in the absence of DRP-1, suggesting that calcium elevation and DRP-1-dependent fission converge on the same pathway. Further investigating the interplay between DRP-1 function and calcium homeostasis, we monitored cytosolic Ca^2+^ levels under conditions of DRP-1 depletion. Interestingly, knocking down of *drp-1* alone increased the baseline calcium levels and eliminated the cytosolic calcium elevation typically observed upon UA treatment, implying that DRP-1 may also influence baseline calcium homeostasis, potentially as an upstream modulator (Figure S4C, D). We next evaluated mitochondrial network morphology in body-wall muscle cells at day 4 of adulthood, a timepoint when structural deterioration typically becomes apparent. UA treatment reduced age-related fragmentation of the mitochondrial network in a calcium-dependent manner (Figure S4E, F). In contrast, DRP-1 depletion led to elongated and interconnected mitochondria unresponsive to UA or EGTA. Only a mild increase in fragmentation was observed with both treatments combined, reinforcing the notion that DRP-1 function is essential for UA-driven mitochondrial remodeling (Figure S4E, F).

**Figure 4.**
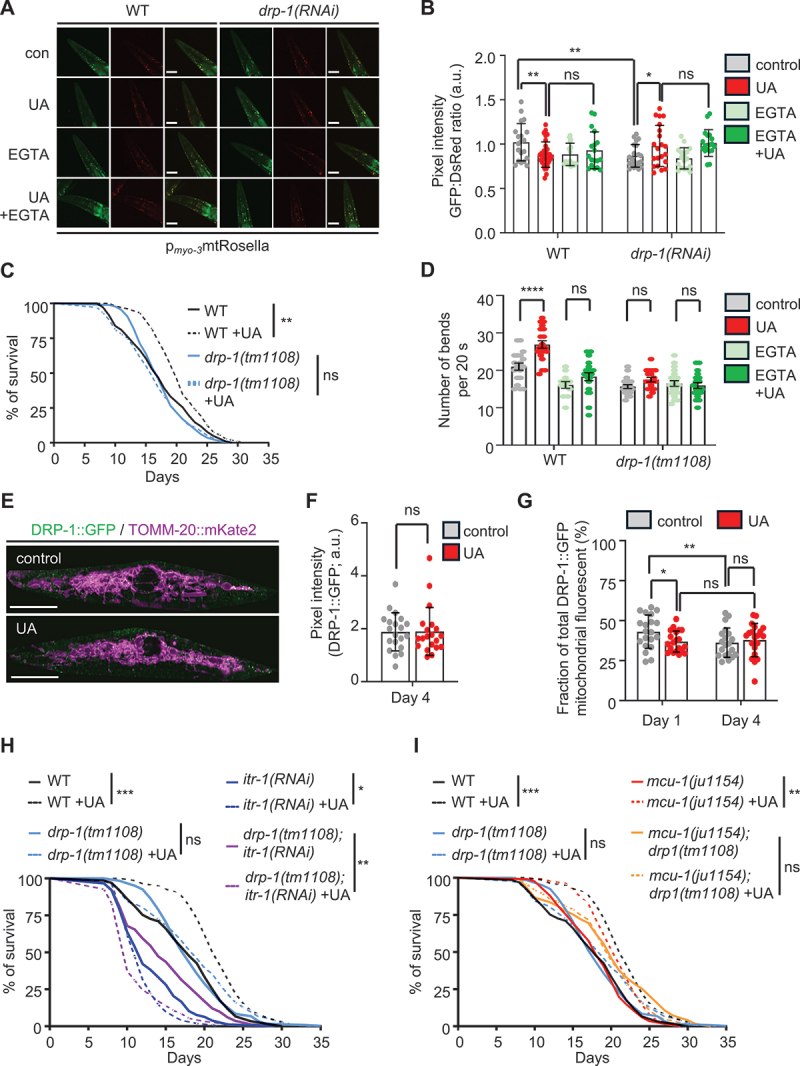
DRP-1 is required for UA-mediated mitophagy, lifespan extension and muscle function maintenance during ageing. (A and B) Representative images (A) and mitophagy levels estimated by the GFP:DsRed ratio (B) of 4-day old transgenic nematodes expressing the double-fluorophore mtRosella in body-wall muscles (*myo-3* promoter), treated with RNAi against *drp-1*, under control conditions or supplemented with UA. Scale bars: 50 μm (data presented as mean ± SD; ns *p* > 0.05, *p < 0.05, **p < 0.01; two-way ANOVA). (C) Lifespan assay of WT (N2) and *drp-1(tm1108)* mutant nematodes under control conditions or treated with UA (ns *p* > 0.05, **p < 0.01; log-rank (Mantel-Cox) test). (D) motility assessment of 8-day old WT (N2) and *drp-1(tm1108)* nematodes under control conditions or treated with UA, in the presence or absence of EGTA (data presented as mean ± SD; ns *p* > 0.05, ****p < 0.0001; two-way ANOVA). (E-G) representative merged images of 1-day old animals (E) and quantification of total DRP-1 levels (data presented as mean ± SD; ns *p* > 0.05, unpaired *t-test*) (F) as well as of the percentage of mitochondria-localized DRP-1 (data presented as mean ± SD; ns *p* > 0.05, *p < 0.05, **p < 0.01; two-way ANOVA) (G) in transgenic nematodes co-expressing a DRP-1::GFP translational fusion from the endogenous locus (green) and a mitochondria-targeted mKate2 (magenta) in body wall muscles (*myo-3* promoter) under control conditions or supplemented with UA. Scale bars: 40 μm. (H and I) Lifespan curves of WT (N2) and *drp-1(tm1108)* mutant nematodes treated with RNAi against *itr-1* (H) and *mcu-1(ju1154)*, *drp-1(tm1108)*, and *mcu-1(ju1154);drp-1(tm1108)* mutants (I) under control conditions or following supplementation with UA (significance is presented in comparison to the respective untreated control; ns *p* > 0.05, *p < 0.05, **p < 0.01, ***p < 0.001; log-rank (Mantel-Cox) test).

We also investigated the implication of DRP-1/DNM1L/DRP1 in UA-induced lifespan extension. Loss of DRP-1/DNM1L/DRP1 inhibited the lifespan-extending effects of UA (Figure 4C). Additionally, we assessed the involvement of DRP-1/DNM1L/DRP1 in UA’s geroprotective effects by analyzing locomotion and myofilament morphology. We observed that in the absence of DRP-1, neither locomotion nor myofilament structure were restored upon UA treatment (Figure 4D, Figure S4G, H). Furthermore, EGTA treatment did not further impair mobility in DRP-1/DNM1L/DRP1-deficient nematodes, suggesting that DRP-1/DNM1L/DRP1 activity is stimulated downstream to UA-mediated calcium elevation (Figure 4D).

Recent studies suggest that DNM1L/DRP1 abundance, localization and activity are modulated by post-translational modifications [65,66]. To examine the potential regulatory modifications in DRP-1, we performed mass spectrometry analysis on immunoprecipitated DRP-1::GFP from untreated and UA-treated nematodes. No differential phosphorylation or other post-translational modifications were detected. Moreover, the total DRP-1::GFP levels and their mitochondrial localization remained unchanged with UA, as confirmed by immunoblotting (Figure S4I-K). Consistently, we did not detect any difference either in the total fluorescence of DRP-1::GFP reporter or in the fraction that colocalizes with mitochondria in muscle cells of animals treated with UA, compared to their respective controls (Figure 4E–G, Figure S4L).

To dissect the genetic pathway underlying UA’s geroprotective effects, we then performed epistatic analyses of DRP-1/DNM1L/DRP1 with ITR-1/ITPR/InsP3R and/or MCU-1/MCU. Lifespan assays revealed that simultaneous loss of either ITR-1 or MCU-1 alongside DRP-1 abolished the UA lifespan-extending effect without any additive interaction, indicating that DRP-1/DRP1, ITR-1/ITPR/InsP3R, and MCU-1/MCU act together to mediate longevity in response to UA supplementation (Figure 4H, I). Interestingly, we found that UA treatment shortened the lifespan of *drp-1(tm1108);itr-1(RNAi)* nematodes (Figure 3H), suggesting that the absence of both ITR-1 and DRP-1 leads to uncontrolled disruption of mitochondrial dynamics and/or calcium homeostasis; under these conditions UA supplementation results in detrimental outcomes for lifespan.

Together, these findings highlight that DRP-1 is indispensable for UA-mediated mitophagy, mitochondrial remodeling, and the maintenance of muscle function and lifespan extension. Although UA does not directly modulate DRP-1 levels or localization, its effects require a functional baseline of DRP-1 activity, placing DRP-1 as a central effector in the calcium-dependent pathway through which UA promotes healthy ageing.

### UA induces SKN-1 activity in a calcium-dependent manner to promote mitochondrial biogenesis

Organismal homeostasis relies heavily on the intricate coordination between mitophagy and mitochondrial biogenesis to sustain energy metabolism [3,67,68]. These two interconnected processes ensure that damaged mitochondria are effectively removed, while new functional mitochondria are generated to maintain energy metabolism and cellular integrity. Notably, several studies in *Drosophila melanogaster* as well as in mammals underscored the key role of NFE2L2/Nrf2 in promoting mitochondrial biogenesis by transcriptionally regulating various nuclear-encoded genes involved in mitochondrial function [68–75]. SKN-1, the nematode homolog of NFE2L2/Nrf2, has been found to associate with OMM proteins and regulate mitochondrial function, oxidative stress responses and longevity [76–78]. Moreover, SKN-1 is shown to coordinate mitophagy and mitochondrial biogenesis via the transcriptional regulation of the mitophagy receptor protein DCT-1/BNIP3 [3].

SKN-1 was also found to be necessary for the UA-induced lifespan extension in *C. elegans* (Figure S5A), as previously reported [19]. Moreover, UA supplementation induced SKN-1 activation but did not affect DAF-16 stimulation and HLH-30 nuclear translocation, the nematode homologs of FOXO and TFEB, respectively (Figure 5A, Figure S3N-P and Figure S5B). Notably, NMN supplementation did not impact the transcriptional activation of SKN-1 or DAF-16, or HLH-30 nuclear translocation, further underscoring NMN’s distinct mechanism of action as compared to UA (Figure S3N-P and Figure S5C). Although increased ROS levels are known to promote SKN-1 induction, we found that NAC supplementation did not abolish UA-mediated SKN-1 activity, suggesting that ROS signaling is not involved in this process (Figure S5B). This notion is supported by evidence that ellagitannins, ellagic acid, and their metabolites, such as urolithins, exhibit antioxidant properties [79, 80], suggesting the presence of an alternative signaling mediator.

**Figure 5.**
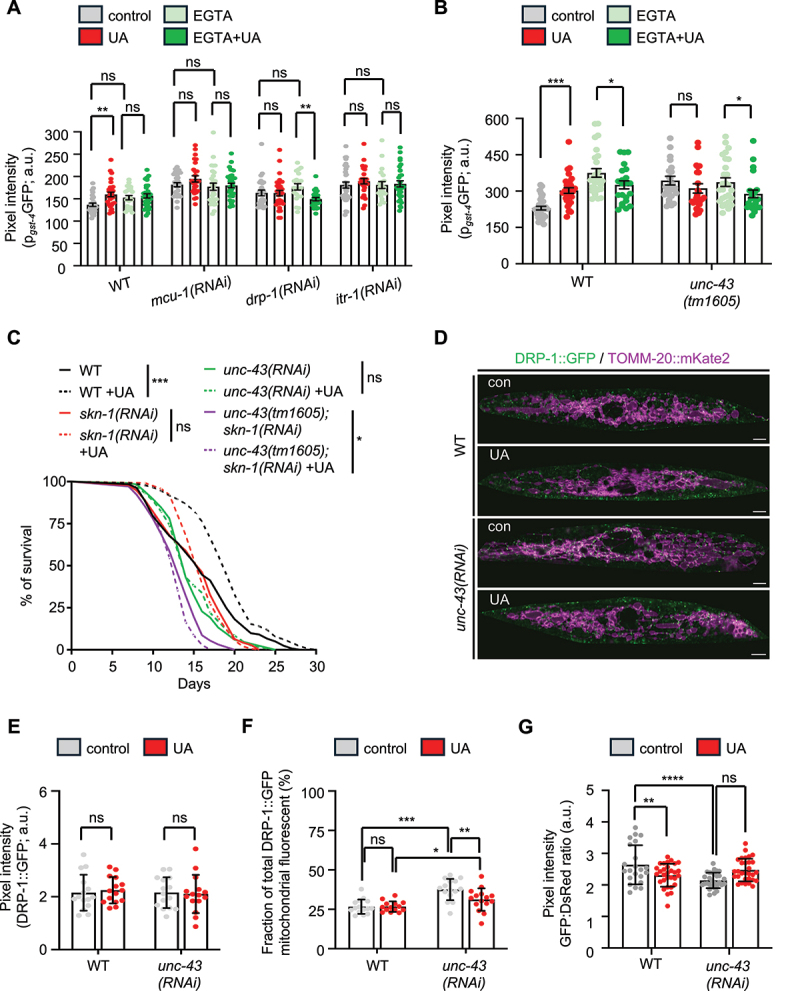
SKN-1 is activated upon UA supplementation and is required for mitophagy induction and lifespan extension. (A and B) Fluorescence intensity of transgenic nematodes expressing the p_*gst-4*_GFP transgene reporter upon RNAi-mediated knockdown of *mcu-1*, *itr-1* or *drp-1*, under control conditions or supplemented with UA, in the presence or absence of EGTA (A) as well as in *unc-43(tm1605)* mutants under the same conditions (B) (data presented as mean ± SD; ns *p* > 0.05, *p < 0.05, **p < 0.01, ***p < 0.001; two-way ANOVA). (C) Lifespan curves of WT (N2) and *unc-43(tm1605)* mutant nematodes treated with RNAi against *skn-1* under control conditions or supplemented with UA (significance is presented in comparison to the respective untreated control; ns *p* > 0.05, *p < 0.05, ***p < 0.001; log-rank (Mantel-Cox) test). (D-F) Merge of representative images (scale bars: 5 μm) (D) and quantification of total DRP-1 levels (data presented as mean ± SD; ns *p* > 0.05, unpaired *t-test*) (E) or of the percentage of mitochondria-localized DRP-1 (data presented as mean ± SD; ns *p* > 0.05, *p < 0.05, **p < 0.01, ***p < 0.001; two-way ANOVA) (F) in 1-day old transgenic nematodes co-expressing a DRP-1::GFP translational fusion from the endogenous locus (green) and a mitochondria-targeted mKate2 (magenta) in body wall muscles (*myo-3* promoter), subjected to RNAi against *unc-43* under control conditions or supplemented with UA . (G) Mitophagy levels estimated by the GFP:DsRed ratio of 4-day old transgenic nematodes expressing the double-fluorophore mtRosella in body-wall muscles (*myo-3* promoter), exposed to RNAi against *unc-43*, under control conditions and treated with UA. Low ratios correspond to high levels of mitophagy (data presented as mean ± SD; ns *p* > 0.05, **p < 0.01, ****p < 0.0001; two-way ANOVA). Lifespan values are given in Table S1; assays were performed at 20°C.

To further explore the mechanism underlying SKN-1 activation in response to UA, we investigated the role of calcium signaling. EGTA supplementation effectively blocked SKN-1 activation following UA treatment (Figure 5A, Figure S3N and Figure S5C), suggesting that calcium signaling plays a crucial role in UA-induced SKN-1 activation. Furthermore, the simultaneous depletion of ITR-1/ITPR/InsP3R, MCU-1/MCU or DRP-1/DNM1L/DRP1 along with calcium chelation did not lead to any additional inhibition of SKN-1 activity upon UA treatment (Figure 5A). These findings indicate that UA induces calcium release from the ER to mitochondria, thereby facilitating mitophagy and mitochondrial biogenesis through SKN-1 activation.

In mammals, cytoplasmic calcium elevation influences mitochondrial dynamics and stimulates mitochondrial biogenesis through the activation of CAMK2 (calcium/calmodulin dependent protein kinase II), MAPK/p38 (mitogen-activated protein kinase) and PPARGC1A/PGC1α (PPARG coactivator 1 alpha) [81,82]. UNC-43, the homolog of CAMK2D, regulates SKN-1 activity to promote mitochondrial biogenesis, highlighting the crosstalk between calcium signaling and SKN-1 induction [3]. Thus, we asked whether UNC-43/CAMK2D is required for SKN-1 activation upon UA administration. We found that UNC-43 deficiency abolished UA-mediated SKN-1 activity (Figure 5B). Furthermore, UNC-43 acts in parallel with calcium elevation to trigger SKN-1, as simultaneous calcium chelation and UNC-43 depletion did not result in additional effect on SKN-1 (Figure 5B). Lifespan assays further revealed that UNC-43 and SKN-1 function together to mediate the longevity effects induced by UA supplementation (Figure 5C).

Given the known functional interplay between CAMK2, mitochondrial dynamics, and mitophagy in response to diverse stimuli [82–88], we investigated the relationship between UNC-43/CAMK2D and DRP-1/DNM1L/DRP1 upon UA treatment. A previous study in nematodes has shown that UNC-43 phosphorylates and negatively regulates DRP-1 activity to prevent excessive mitochondrial fragmentation under normal conditions [65][]. Although we did not detect changes in DRP-1 phosphorylation status upon UA treatment, we observed that depletion of UNC-43 significantly increased mitochondrial DRP-1::GFP localization both under basal and UA-treated conditions (Figure 5D–F and Figure S5D). This finding indicates that UNC-43 exerts inhibitory control over DRP-1 localization under normal conditions, likely regulating basal mitophagy levels. Indeed, we found that UNC-43 deficiency led to elevated mitochondrial degradation in both muscle and neuronal cells and this effect was not further increased by UA treatment, consistent with a model where UNC-43 acts as a negative regulator of basal DRP-1-dependent mitophagy (Figure 5G and Figure S5E-G). Further investigation of the UNC-43/CAMK2D impact on UA-improved healthspan revealed that UNC-43 was not required for the maintenance of myofilament structure during ageing, while age-related decline in motility was not improved in UNC-43-depleted nematodes upon UA treatment (Figure S5H-J). These findings suggest that the role of UNC-43 is specifically tied to mitochondrial biogenesis rather than structural maintenance in response to UA supplementation.

Overall, these findings provide significant insights into the highly coordinated complex mechanisms driving UA-mediated activation of SKN-1/NFE2L2/Nrf2 and its pivotal role in the maintenance of mitochondrial homeostasis and organismal health. Notably, our results reveal that UA activates SKN-1 independently of ROS signaling, highlighting a previously unrecognized, calcium-dependent pathway involving UNC-43/CAMK2D. This pathway not only drives mitophagy but also enhances mitochondrial biogenesis, underscoring the dual role of SKN-1 in both mitochondrial quality control and renewal [3,67]. The involvement of calcium signaling and UNC-43/CAMK2D in SKN-1/NFE2L2/Nrf2-mediated processes emphasize the need for finely tuned regulatory networks, where calcium dynamics act as a key modulator to integrate various cellular stress responses, ensuring the coordination between mitochondrial degradation and biogenesis. This balanced regulation is essential for energy homeostasis, particularly during ageing, where mitochondrial functionality is compromised.

### UA triggers mitophagy and prevents stress-induced premature senescence in a calcium-dependent manner in normal human cells

To investigate whether the beneficial effects of UA on inter-organellar communication observed in *C. elegans* are conserved in mammals, we re-analyzed publicly available gene expression profiles from HT29 (human colorectal adenocarcinoma cell line with epithelial morphology) cells treated with vehicle or UA (50 μM), generated in a recent study evaluating gut barrier integrity upon UA supplementation [22]. PCA revealed a clear separation between control and UA-treated samples, indicating substantial transcriptional reprogramming (Figure S6A). Differential gene expression analysis identified 187 significantly upregulated genes and 50 downregulated genes (*p* < 0.05; fold change (FC) ≥ 1.2) in UA-treated cells (Figure S6B). GO enrichment analysis revealed that differentially expressed genes were significantly associated with key biological pathways, including calcium signaling, ER function, lysosomal activity, mitochondrial homeostasis, and peroxisomal function (Figure S6C). Notably, pathways related to ER stress responses, calcium-dependent protein binding, lysosomal membrane integrity, and mitochondrial membrane potential were prominently enriched, supporting the idea that UA modulates inter-organellar crosstalk in a conserved manner across species.

Given the essential role of calcium signaling in mediating the beneficial effects of UA in *C. elegans*, we assessed whether similar calcium-dependent mechanisms operate in mammalian cells. To mimic physiological conditions as closely as possible, we employed normal human cell lines, including human diploid fibroblasts (BJ cells) or endothelial cells (HUVEC). UA treatment across a broad concentration range (0–50 μM) did not impair viability in either cell type (Figure 6A and Figure S6D), indicating that UA is tolerated at these doses. Prompted by lysosome-related GO enrichment results, we examined UA effects on lysosomal function in BJ and HUVEC cells (Figure 3A and Figure S3B-D, S6C). Our results revealed that UA enhanced the enzymatic activity of cathepsins in BJ fibroblasts and HUVEC (Figure 6B and Figure S6E), aligning with a recent study which showed that UA supplementation improved cognitive functions and olfactory ability in an Alzheimer disease (AD) mouse model by restoring lysosomal function, particularly through the activity of CTSZ (cathepsin Z) [24]. Additionally, UA supplementation suppressed cell oxidative load and upregulated dose-dependently the expression of several oxidative stress response and autophagy-related genes in both fibroblasts and endothelial cells (Figure 6C–E and Figure S6F-H). Consistently, immunoblotting further confirmed autophagy induction via increased LC3B-II levels in both cell types (Figure S6I).

**Figure 6.**
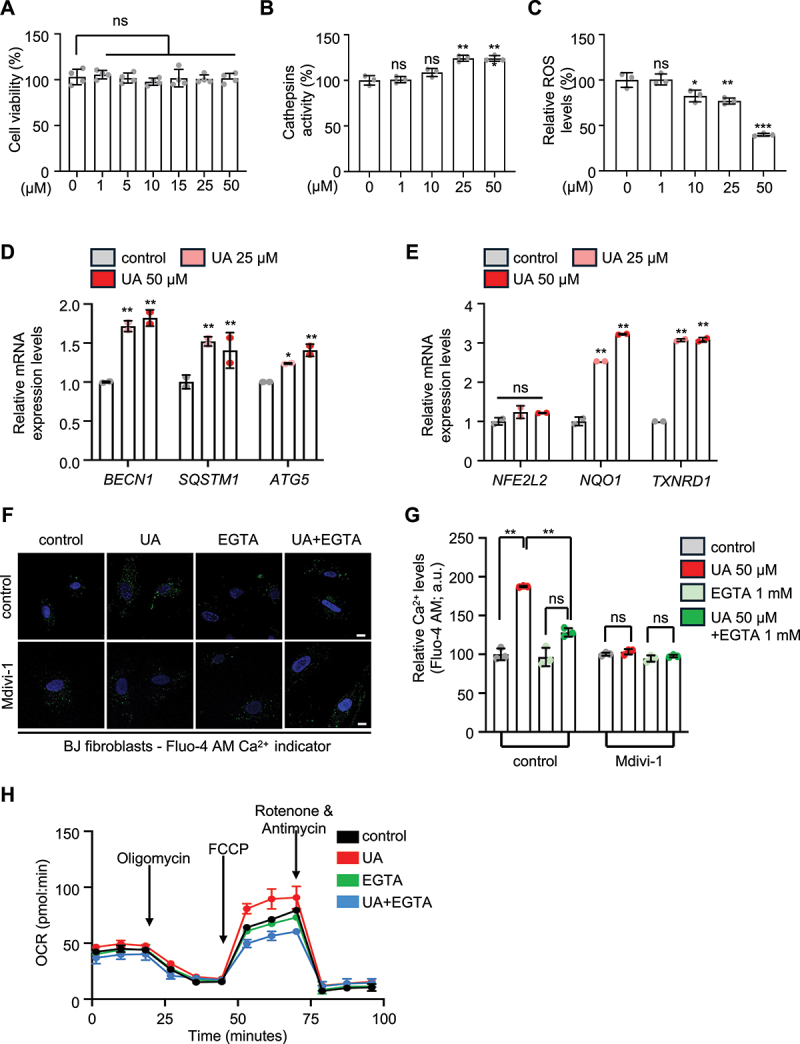
Urolithin A modulates mitochondrial homeostasis and calcium levels in normal human diploid skin fibroblasts (BJ cells). (A) Cell viability upon UA treatment at a wide range of different concentrations (data presented as mean ± SD; ns *p* > 0.05; one-way ANOVA). (B) Enzymatic activity of cathepsins upon supplementation with a range of UA concentrations (data presented as mean ± SD; ns *p* > 0.05, **p < 0.01; one-way ANOVA). (C) Endogenous oxidative load (ROS levels) upon supplementation with a range of UA concentrations (data presented as mean ± SD; ns *p* > 0.05, *p < 0.05, **p < 0.01, ***p < 0.001; one-way ANOVA). (D and E) relative mRNA levels of autophagy- (D) and oxidative response- (E) related genes upon UA administration (data presented as mean ± SEM; ns *p* > 0.05, * *p* < 0.05, ** *p* < 0.01, one-way ANOVA). (F and G) CLSM representative images (F) and quantification (G) of calcium levels estimated by Fluo-4 AM staining (green), under control conditions or following treatment with UA, in the presence or the absence of EGTA and supplementation with the DRP-1 inhibitor Mdivi-1. Nuclei were counterstained with DAPI (blue) (scale bars: 10 μm; data presented as mean ± SD; ns *p* > 0.05, ** *p* < 0.01, one-way ANOVA). (H) Oxygen consumption rates (seahorse analyzer) under control conditions and treated with UA, in the presence or the absence of EGTA (mean of OCR ± SD).

We next investigated whether UA induces calcium signaling in human cells. Indeed, UA treatment increased cytosolic calcium levels in multiple mammalian cell types, including BJ fibroblasts, HUVEC, HMC3 human microglial cells and mouse embryonic fibroblasts (MEFs) (Figure 6F, G and Figure S6J-N), consistent with the results in *C. elegans*. While UA did not significantly affect total mitochondrial pool in BJ fibroblasts and HUVEC, it enhanced mitochondrial respiration upon stress, an effect that was abolished by calcium chelation (Figure 6H and Figure S6O, P). Additionally, TMRE staining demonstrated that UA improved mitochondrial membrane potential without increasing mitochondrial ROS, confirming the calcium-dependent improvement in mitochondrial function (Figure S6Q-S).

To test whether calcium signaling is required for UA-induced mitophagy, we used a mitophagy-specific dye that fluoresces upon lysosomal fusion with mitochondria [89, 90]. UA significantly increased mitophagic flux and lysosomal activity in both BJ fibroblasts and HUVEC, an effect that was abrogated by EGTA treatment, confirming the dependency on calcium (Figure 7A, B and Figure S6T-V). To dissect the mechanism behind UA-dependent mitophagy induction, we examined the involvement of ER-mitochondria calcium dynamics. Interestingly, treatment with thapsigargin, an ATP2A/SERCA inhibitor that depletes ER calcium stores, inhibited UA-induced mitophagy (Figure 7A,B and Figure S6U, V) [91]. This finding suggests that targeted calcium transfer from ER to mitochondria, rather than generalized cytosolic calcium elevation is necessary for UA-mediated mitophagy activation. These findings align with our *C. elegans* data showing that UA enhances MAMs, providing structural support for targeted calcium signaling (Figure 1A,B).

**Figure 7.**
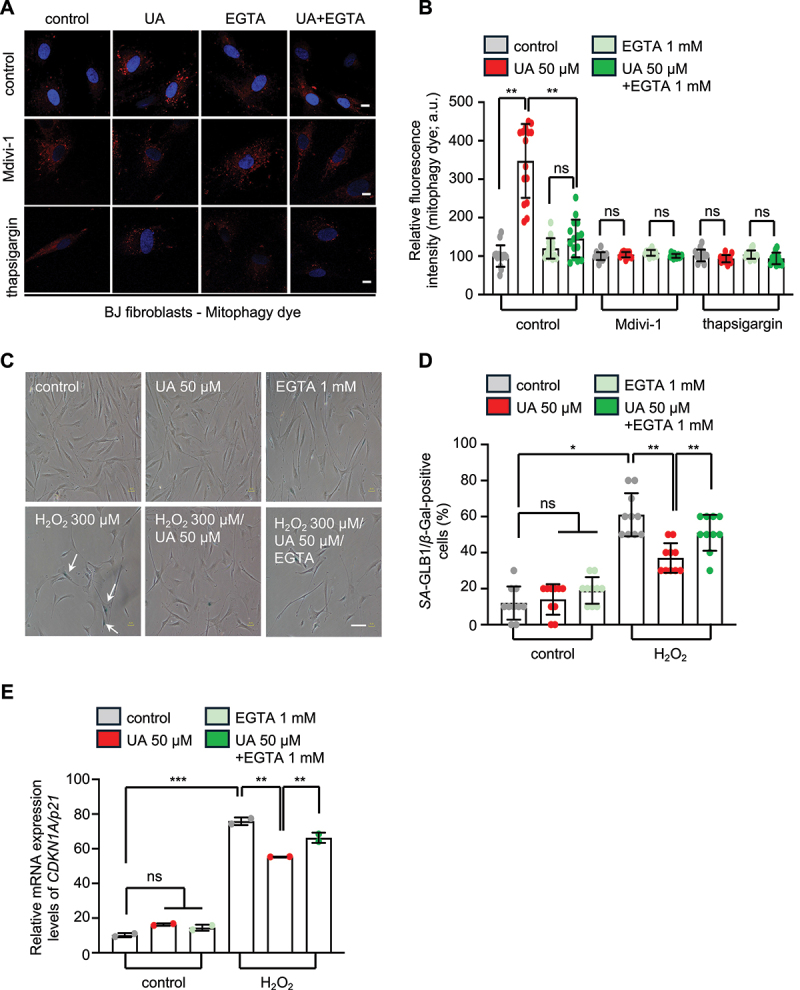
Urolithin A triggers mitophagy in normal human diploid skin fibroblasts (BJ cells) and prevents stress-induced premature senescence in a calcium dependent manner. (A and B) CLSM representative images (A) and quantification of mitophagy levels (B) as evident by fluorescence intensity of the Dojindo mitophagy dye (red), under control conditions or upon UA treatment , in the presence or the absence of EGTA and supplementation with the DRP-1 inhibitor Mdivi-1 or the SERCA inhibitor thapsigargin. Nuclei were counterstained with DAPI (blue) (scale bars: 10 μm; data presented as mean ± SD; ns *p* > 0.05, **p < 0.01, two-way ANOVA). (C and D) Relative number of *SA*-GLB1/*β*-gal-positive cells (mean of 10 optical fields) (C) and representative light field images (D) of cells under control conditions or upon UA treatment , in the presence or the absence of EGTA, with and without H_2_O_2_ (three exposures of 48 h each) (scale bars: 50 μm; data presented as mean ± SD; ns *p* > 0.05, *p < 0.05, **p < 0.01, one-way ANOVA). (E) Relative mRNA levels of *CDKN1A/p21* under control conditions or after treatment with UA, in the presence or the absence of EGTA, with and without H_2_O_2_ (used to induce SIPS; data presented as mean ± SEM; ns *p* > 0.05, **p < 0.01, ***p < 0.001; two-way ANOVA).

Moreover, we assessed the role of DNM1L/DRP1-mediated mitochondrial fission in UA-induced mitophagy. Pharmacological inhibition of DNM1L/DRP1 using Mdivi-1 blocked mitophagy in BJ and HUVEC cells and abolished UA-induced calcium elevation (Figures 6F,G, 7A,B and Figure S6J, K, U, V) [92–94]. These effects phenocopy our observations in *C. elegans*, where DRP-1 knockdown impaired calcium elevation and mitophagy, reinforcing DNM1L/DRP1 as a central regulator in this calcium-dependent pathway (Figure 4A, B and Figure S4A-D).

Given that mitochondrial dysfunction is a well-known ageing hallmark, we then asked whether UA-mediated mitophagy activation would affect senescence. Thus, we assessed the potential role of UA in preventing Stress-Induced Premature Senescence (SIPS). Consistent with recent studies showing that UA exerts senolytic properties [38, 95–97], we found that UA treatment reduced the proportion of SA-GLB1/β-Gal-positive cells in BJ fibroblasts exposed to hydrogen peroxide (H_2_O_2_) in a calcium-dependent manner (Figure 7C, D). Under these conditions, UA supplementation also partially decreased the upregulated *CDKN1A/p21* mRNA expression (a well-established marker of cellular senescence); this decrease was reversed upon calcium chelation in both cell types (Figure 7E and Figure S6W), suggesting that the transcriptional modulation of senescence markers by UA is also dependent on calcium elevation.

Collectively, these results demonstrate that UA exerts potent, calcium-dependent effects on mitophagy, mitochondrial function, and cellular resilience across species. By promoting inter-organellar calcium transfer and engaging mitochondrial dynamics, UA triggers quality control programs that enhance mitochondrial health and suppress premature senescence. These conserved mechanisms highlight UA’s therapeutic potential in mitigating the age-related decline of cellular functionality supporting the broader concept that calcium signaling serves as a central integrator of mitochondrial homeostasis and longevity pathways.

## Discussion

Ageing is characterized by a systemic deterioration of cellular homeostasis and tissue integrity, largely driven by mitochondrial dysfunction and impaired inter-organellar communication. A growing body of evidence suggests that the dynamic physical and functional interplay between mitochondria, ER and lysosomes is critical for the maintenance of energy metabolism, proteostasis and stress resilience [1, 2, 7, 8, 11–13, 42, 98]. Disruption of these intricate inter-organellar networks is increasingly recognized as a fundamental mediator of age-related decline [7, 11–13]. However, the molecular mechanisms underlying the maintenance and restoration of inter-organellar communication still remain elusive.

Our study uncovers the central role of mitophagy as a critical denominator of inter-organellar crosstalk and rejuvenation. UA has emerged as a potent modulator of mitophagy, enhancing mitochondrial quality and overall healthspan across species from *C. elegans* to humans [19, 20, 28]. We demonstrate that UA restores ER-mitochondria-lysosome crosstalk during ageing through a calcium-dependent signaling pathway. Importantly, we reveal that mitophagy not only selectively eliminates damaged mitochondria but also remodels organellar architecture, facilitating the reestablishment of functional contact sites between intracellular compartments. These findings position UA as a potent regulator of organellar homeostasis and provide new insights into how targeted mitophagy induction can promote healthy ageing.

Our results suggest a model in which UA modulates inter-organellar communication through calcium dynamics to effectively coordinate mitophagy and mitochondrial biogenesis, thus maintaining a fully functional mitochondrial pool and extending lifespan (Figure 8). Specifically, UA triggers intracellular calcium elevation by promoting ER calcium release through ITR-1/ITPR/InsP3R and TMCO-1/F22B5.10/TMCO1 channels, assisted by EMC-3/EMC3, with subsequent mitochondrial calcium uptake via MCU-1/MCU. Disruption of calcium signaling, either through genetic ablation or chemical chelation, dramatically abolishes UA-induced mitophagy, impairing the beneficial effects of UA in muscle function and lifespan extension. Recent studies in *D. melanogaster* and MEFs have demonstrated that ITPR/InsP3R protein levels can be indirectly regulated by the PINK1/Parkin pathway, which in turn influences ER calcium release [43]. Notably, PINK-1/PINK1 is required for the lifespan-extending effects of UA in *C. elegans* [19]. Furthermore, the PINK1-Parkin pathway is involved in the regulation of mitochondrial calcium influx through VDACs and the MCU. Specifically, Parkin ubiquitinates MICU1 (mitochondrial calcium uptake protein 1), a positive regulator of MCU, leading to its degradation via the ubiquitin-proteasome system [99]. Interestingly, a very recently identified mitophagy inducer, kaempferol, has been shown to increase the rate of mitochondrial calcium uptake via the direct modulation of MCU-1/MCU, further highlighting the pivotal role of calcium homeostasis in mitophagy regulation. However whether kaempferol induces mitophagy and affects inter-organellar crosstalk similar to UA needs to be examined [100, 101]. This calcium flux facilitates DRP-1-mediated mitochondrial fission, priming dysfunctional mitochondria for autophagic degradation. Emerging evidence suggests that PINK1 phosphorylates DNM1L/DRP1 to regulate mitophagy and mitochondrial dynamics, however we did not detect any changes in DRP-1/DNM1L/DRP1 phosphorylation status in response to UA [66, 102]. These results further strengthen our findings and highlight the intricate interplay between calcium dynamics and mitophagy pathways in response to UA supplementation, ultimately contributing to its geroprotective effects.

**Figure 8.**
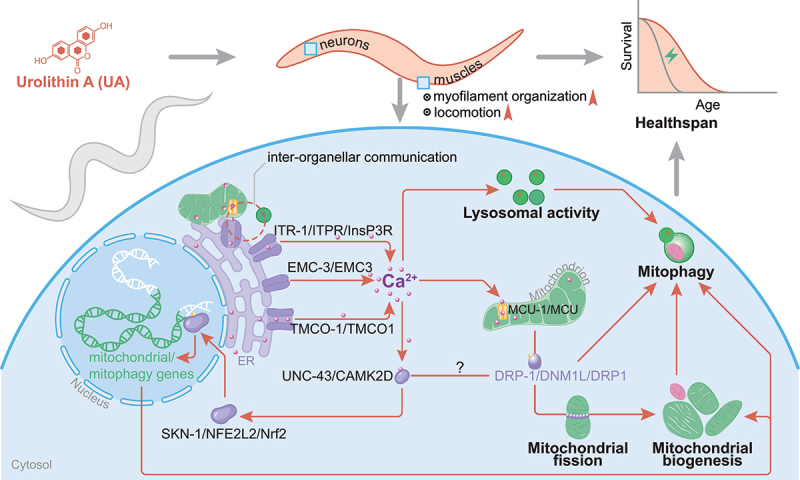
Urolithin A rewires inter-organellar communication to promote longevity. UA promotes mitophagy and longevity through calcium-dependent inter-organellar communication mechanisms. Upon UA supplementation, calcium is released from the endoplasmic reticulum (ER) into the cytosol via channels, such as ITR-1/ITPR/InsP3R, EMC-3/EMC3, and TMCO-1/TMCO1. Subsequent elevation of cytosolic calcium enhances lysosomal activity, which is essential for initiating mitophagy. Calcium is also taken up by mitochondria through the mitochondrial calcium uniporter MCU-1/MCU, thereby facilitating DRP-1/DNM1L/DRP1-mediated mitochondrial fission. Mitochondrial fission is a critical step for mitophagy, mediating the isolation of damaged organelles and their subsequent degradation. In addition to promoting mitophagy, calcium elevation triggers mitochondrial biogenesis via activation of UNC-43/CAMK2D and SKN-1/NFE2L2/Nrf2, thereby replenishing the mitochondrial pool and supporting cellular energy demands. The transcriptional activation of mitochondrial and mitophagy-related genes sustains cellular homeostasis and promotes longevity. Overall, UA-induced inter-organellar calcium signaling orchestrates the coordination between mitophagy, mitochondrial biogenesis and lysosomal activity, thereby contributing to increased healthspan and survival.

Our multi-omics analysis further reveals that UA reprograms transcriptional and proteomic networks associated with calcium homeostasis, mitochondrial function and inter-organellar communication in nematodes and mammalian cells. UA altered the expression of genes and proteins involved in ER, mitochondrial, and lysosomal activity, indicating its broad influence on proteostasis, organelle integrity, and cellular stress responses. Importantly, both transcriptomic and proteomic data highlighted cytosolic calcium elevation as a central mechanism by which UA promotes mitophagy and maintains metabolic homeostasis, thus delaying age-related phenotypes. These adaptations reinforce the concept that UA induces global proteostatic remodeling, reestablishing functional organelle crosstalk to maintain energy production and proteostasis during ageing.

In line with these findings, previous studies have shown that UA reduces mitochondrial membrane potential, a mechanism proposed to stabilize PINK1 on the outer mitochondrial membrane and activate mitophagy [19]. Consistently, we observed that UA diminishes mitochondrial membrane potential in young *C. elegans*. However, during ageing, a period typically marked by a progressive decline in mitochondrial function, UA supplementation preserves mitochondrial membrane potential. This dual effect suggests that UA exerts a context-dependent regulation of mitochondrial function. Initially it induces a mild, transient depolarization to trigger mitophagy, followed by long-term stabilization of mitochondrial membrane potential to support mitochondrial bioenergetics. Such a biphasic mode of action may reflect UA’s ability to fine-tune mitochondrial quality control, balancing the clearance of damaged organelles with the preservation of healthy mitochondria via enhanced mitochondrial biogenesis, likely mediated by SKN-1/NFE2L2/Nrf2 activity. These findings support the notion that UA serves as a hormetic agent, eliciting adaptive stress responses that promote cellular resilience and organismal physiology over time.

Mechanistically, our findings reveal that UA-induced intracellular calcium elevation activates SKN-1/NFE2L2/Nrf2. This is aligned with a recent study in rodents demonstrating that UA and its structural analogs activate NFE2L2/Nrf2 to initiate an anti-inflammatory response in a colitis model [22]. NFE2L2/Nrf2 is well appreciated as a key regulator of mitochondrial biogenesis, with multiple studies highlighting its critical role in the maintenance of mitochondrial homeostasis [3, 67, 70–72]. The crosstalk between mitophagy and mitochondrial biogenesis is crucial for the maintenance of mitochondrial quality, particularly during ageing, where it ensures that cells not only degrade dysfunctional mitochondria, but also preserve a healthy mitochondrial pool to meet energy demands [67, 68]. In *C. elegans*, SKN-1/NFE2L2/Nrf2 is known to regulate both mitophagy and mitochondrial biogenesis [3]. Additionally, genetic studies in *C. elegans* suggested that UNC-43/CAMK2D directly targets DRP-1/DNM1L/DRP1 altering its phosphorylation status to modulate mitochondrial morphology in mechanosensory neurons during ageing [65]. Our findings demonstrate a nuanced role for UNC-43/CAMK2D and DRP-1/DNM1L/DRP1 in regulating mitochondrial quality control in response to UA. Under basal conditions, UNC-43 appears to limit DRP-1-mediated mitochondrial fission and mitophagy potentially through phosphorylation-dependent inhibition. However, in the context of UA treatment, UNC-43 primarily promotes SKN-1 activation and mitochondrial biogenesis rather than influencing DRP-1 localization or activity directly. This indicates distinct, yet interconnected roles for UNC-43/CAMK2D and DRP-1/DNM1L/DRP1, orchestrating a finely tuned response to maintain mitochondrial integrity and organismal health during ageing.

Importantly, the mechanisms uncovered here are evolutionarily conserved in mammalian systems. In human non-tumorigenic cells, UA enhances mitophagy, improves mitochondrial respiration, restores lysosomal function, and suppresses stress-induced premature senescence, all in a calcium-dependent manner. Notably, we found that UA upregulates cathepsins and enhances lysosomal function, consistent with recent findings that UA restores lysosomal activity in AD models [24]. Age-dependent lysosomal impairment is a common feature among eukaryotes [103, 104]. Congruently, we found that UA supplementation improves lysosomal activity in nematodes. In support, recent evidence suggested that nuanced role for UA nuanced role for influences p62-mediated lysophagy, highlighting its broader impact on the functionality of subcellular organelles as well as on inter-organellar wired communications to promote geroprotection [105]. By boosting mitochondrial-lysosomal signaling, UA ensures efficient mitochondrial turnover and maintains metabolic flexibility, further supporting the idea that UA can serve as a geroprotective agent capable of sustaining cellular health and resilience.

Our findings expand the role of mitophagy beyond the quality control of individual organelles to a broader concept that underscores mitophagy as a regulator of organellar connectivity and rejuvenation. Through calcium-mediated organelle rewiring, UA ensures that critical intracellular communication pathways are preserved, enabling cells to adapt to stress, maintain energy balance, and delay the onset of senescence. These results highlight an emerging paradigm, where restoring inter-organellar communication is as crucial as removing dysfunctional components to maintain organismal physiology. Given its conserved and multi-faceted actions, UA represents a promising therapeutic candidate for promoting healthy ageing and combating age-associated diseases characterized by impaired mitochondrial and lysosomal function. Future studies should explore how modulating calcium signaling and organelle contacts could synergize with mitophagy enhancers to optimize mitochondrial network remodeling and cellular rejuvenation.

Together, these findings suggest that by restoring inter-organellar communication networks and synchronizing mitochondrial degradation and renewal, cellular energy metabolism and stress resilience can be preserved during ageing. Our study highlights the therapeutic potential of targeting calcium signaling and mitophagy to rejuvenate organelle function and extend healthspan. These insights pave the way for new interventions aimed at combating age-associated diseases and promoting healthy ageing.

## Materials and methods

### *C. elegans* strains and maintenance

All *C. elegans* strains were maintained on NGM plates (3 g:L sodium chloride [NaCl; Sigma-Aldrich, 1.06404], 2.5 g:L peptone [AppliChem, A2206], 0.2 g:L streptomycin [AppliChem, A1852], 17 g:L Agar [AppliChem, A0949], 1 mM calcium chloride dihydrate [CaCl_2_; Sigma-Aldrich, 1.02382], 1 mM magnesium sulfate heptahydrate [MgSO_4_; Sigma-Aldrich, 1.05886], 25 mM potassium phosphate solution composed of 0.698 M potassium phosphate monobasic [KH_2_PO_4_; AppliChem 141,509] and 0.3014 M potassium phosphate dibasic [K_2_HPO_4_; AppliChem 141,512], pH 6.8, 5 mg:L cholesterol [AppliChem, A0807] and 5 mg:L nystatin [AppliChem, A3811]) seeded with *Escherichia coli* OP50 at 20°C using standard procedures [106]. The following strains were used in this study: N2: wild-type Bristol isolate, CZ19982: *mcu-1(ju1154)IV*, JT73: *itr-1(sa73)IV*, CU6372: *drp-1(tm1108)IV*, *unc-43(tm1605)IV*, CL2166: *dvIs19*[(pAF15)p_*gst-4*_GFP::NLS]III, CF1553: *muIs84*[(pAD76) p_*sod-3*_GFP + *rol-6(su1006)*], MAH240: *sqIs17*[p_*hlh-30*_HLH-30::GFP + *rol-6(su1006)*]; mitophagy in body wall muscles and neurons was monitored by using the strains IR1631: *unc-119(ed3)*; *Is001*[p_*myo-3*_TOMM-20::Rosella; *unc-119(+)*] and IR1864: N2; *Ex001*[p_*unc-119*_TOMM-20::Rosella; *rol-6(su1006)*], respectively; IR1155: N2; *Ex*[p_*let-858*_GCaMP2.0; *rol-6(su1006)*], HBR4: *unc-119(ed3)*; *goesIs3*[p_*myo-3*_GCaMP3.35; *unc-119(+)*], AQ3236: *ljSi2*[p_*mec-7*_GCaMP6.0 m::SL2::TagRFP; *unc-119(+)*]II and ATU2301: *goeIs3*[p_*myo-3*_SL1::GCamP3.35::SL2; *unc-119(+)*]; *aceIs1*[p_*myo-3*_mitoLAR-GECO; p_*myo-2*_RFP] were utilized to monitor cytosolic and mitochondrial calcium levels; muscle quality was evaluated in RW1596: *stEx30*[p_*myo-3*_GFP::MYO-3; *rol-6(su1006)*]; mitochondrial content in different tissues was monitored in SJZ216: *foxSi44*[p_*rgef-1*_TOMM-20::mKate2::HA::*tbb-2* 3’ UTR]I, SJZ47: *foxSi16*[p_*myo-3*_TOMM-20::mKate2::HA::*tbb-2* 3‘ UTR]I, SJZ328: *foxSi75*[p_*eft-3*_TOMM-20::mKate2::HA::*tbb-2* 3’ UTR]I and SJZ204: *foxSi37*[p_*ges-1*_TOMM-20::mKate2::HA::*tbb-2* 3’ UTR]I; mitochondrial network quality was assessed using SJ4103: *zcIs14*[p_*myo-3*_mtGFP]; the morphology of mitochondria, ER and lysosomes in the intestine was assessed using SJZ204: f*oxSi37*[p_*ges-1*_TOMM-20::mKate2::HA]I, VK2674: *vkEx2674*[p_*nhx-2*_CemOrange2::PISY-1; p_*myo-2*_GFP] and VK2688: *vkEx2688*[p_*nhx-2*_CemOrange2::CUP-5; p_*myo-2*_GFP], respectively; DRP-1 was monitored using EU2917: *drp-1*(*or1941*[DRP-1::GFP])IV and its association with mitochondria using KPA444: *drp-1*(*or1941*[DRP-1::GFP])IV; *foxSi16*[p_*myo-3*_TOMM-20::mKate2::HA]I, that was generated by crossing EU2917 with SJZ47. MAMs were studied in KPA427: *vkEx2674*[p_*nhx-2*_CemOrange2::PISY-1; p_*myo-2*_GFP]; zcIs17[p_*ges-1*_mtGFP] that was generated by crossing VK2674: *vkEx2674*[p_*nhx-2*_CemOrange2::PISY-1; p_*myo-2*_GFP] with SJ4143: zcIs17[p_*ges-1*_mtGFP). Additional strains generated for the purposes of this study were: *mcu-1(ju1154)IV; drp-1(tm1108)IV*, *drp-1(tm1108)IV; Ex001*[p_*unc-119*_TOMM-20::Rosella; *rol-6(su1006)*], *unc-43(tm1605)IV*; *Ex001*[p_*unc-119*_TOMM-20::Rosella; *rol-6(su1006)*] and *unc-43(tm1605)IV*; *dvIs19*[(pAF15)p_*gst-4*_GFP::NLS]III. Primers used for genotyping are listed in Table S1. For RNAi experiments, synchronous animal populations of each strain were generated either by bleaching or by egg laying on freshly made RNAi plates, seeded with HT115(DE3) bacteria, which had already been transformed with either the empty RNAi vector pL4440 or the indicated RNAi construct, supplemented with 2 mM isopropyl β-d-1 thiogalactopyranoside/IPTG (PanReacAppliChem, A1008). Constructs for *itr-1*, *pink-1, pdr-1, dct-1, drp-1*, *skn-1* and *unc-43* silencing were generated in previous studies [3,30]. Clones for *emc-3* and *tmco-1* were resourced from the Ahringer library [107]. The RNAi construct for *mcu-1* was a gift by Prof. Tavernarakis. Chemical compounds were added directly to NGM plates at the following final concentrations: Urolithin A (UA; Santa Cruz Biotechnology, sc -475,514): 50 μΜ, ethylene glycol-bis(2-aminoethylether)-N,N,N’,N’-tetraacetic acid (EGTA; Sigma-Aldrich, E4378): 10 mM, nicotinamide mononucleotide (NMN; gift from Dr. David A Sinclair, Department of Genetics, Harvard Medical School, Boston, USA): 5 mM, paraquat (PQ; methyl viologen dichloride hydrate; Sigma-Aldrich 856,177): 10 mM, N-acetylcysteine (NAC; Sigma-Aldrich, 1.12422): 10 mM, tetramethylrhodamine ethyl ester perchlorate (TMRE; Sigma-Aldrich 87,917): 0.15 μΜ, LysoSensor Green DND-189 (Invitrogen, L7535): 10 μΜ.

### *C. elegans* microscopy and image analysis

Images of GCaMP3.35/mitochondrial LAR-GECO, GFP-fluorescent mitochondria or DRP-1::GFP/mKate2-tagged mitochondria in muscles, and fluorescently tagged mitochondria, ER or lysosomes in the intestine were captured on a Zeiss LSM900 Confocal Microscope, using a 40x magnification. All other images of *C. elegans* strains were acquired using the EVOS M7000 Imaging System (Invitrogen by Thermo Fisher Scientific). Worms were immobilized in drops of 40 mM tetramisole hydrochloride (Sigma-Aldrich, T1512). Images of the same experiment were acquired under the same conditions. Quantification of images was performed with Fiji (ImageJ) software and statistical analysis was performed using GraphPad Prism 9.0.0 (GraphPad Software, San Diego, California USA, www.graphpad.com). The structural characteristics of intestinal organelles were determined in the most distal cells of the tissue. The quality of mitochondrial network in muscles was assessed based on the shape and connectivity of organelles and was scored as either tubular, fragmented or mediocre. To quantify the area of MAMs, double fluorescent images were captured at the most distal part of the intestine in KPA427 animals, and each channel was used to generate a binary mask. Noise was removed from both masks by applying a median filter (0.5 radius) and the one corresponding to mitochondria was used to create outlines that represent mitochondrial surface. A third mask that corresponds to MAMs was generated by isolating common pixels between the ER and the mitochondrial surface masks, using the “AND” function of the image calculator. The area of MAMs was expressed as the % of total mitochondrial surface. Two areas of 10.45x10.45 μm were analyzed for each nematode and their average was plotted. For DRP-1::GFP, analysis was performed in individual muscle cells. Double fluorescent images of KPA444 animals were acquired and the mKate2 channel was used to identify the area that corresponds to mitochondria and the limits of each muscle cell. The number of DRP-1::GFP particles was determined using the Find Maxima function of Fiji (prominence of 10). Images of p_*gst-4*_GFP, p_*sod-3*_GFP, p_*myo-3*_GCaMP3.35, p_*myo-3*_TOMM-20::mKate2, p_*eft-3*_TOMM-20::mKate2, p_*ges-1*_TOMM-20::mKate2 animals and worms treated with LysoSensor green or TMRE were captured under a 4x magnification and total pixel intensity was measured in whole bodies. LysoSensor Green was diluted in drops of M9 buffer and worms were vitally stained for 1 hour, followed by 1 hour recovery in NGM plates. The lysosomal activity was calculated by measuring the total pixel intensity of entire worms, with a higher GFP signal indicating increased activity. p_*rgef-1*_TOMM-20::mKate2 images were captured with a 10x objective lens and pixel intensity was measured only in the head area. To monitor muscle and neuronal mitophagy, images were acquired on both red and green channels at the head region of p_*myo-3*_TOMM-20::Rosella and p_*unc-119*_TOMM-20::Rosella expressing animals, respectively, using a 10x magnification. Analysis was performed as previously described [37]. Mitophagic flux was quantified in *C. elegans* expressing the TOMM-20::Rosella reporter by analyzing the ratio of red-only to total mitochondrial particles using Fiji software. Images from both green (GFP) and red (DsRed) fluorescence channels were split, and regions of interest (ROIs), such as the head region, were selected and added to the ROI manager. Background subtraction (50%) was applied separately to both channels. A consistent threshold was applied to each channel to isolate mitochondrial particles. Particle analysis was then performed for each channel. To assess colocalization, the Image Calculator tool in Fiji was used to compute the overlap between red and green signals (AND operation). The resulting image showed only colocalized (GFP^+^ DsRed^+^) mitochondria. Mitophagic flux was calculated as the ratio of red-only puncta (non-colocalized red particles) to total red particles, representing the fraction of mitochondria undergoing mitophagy (i.e., mitochondria delivered to the lysosome where GFP is quenched but DsRed persists). Images of p_*hlh-30*_HLH-30::GFP animals head region were acquired using a 10x objective lens and the degree of nuclear localization was judged based on the brightness of the nuclei. Images of p_*myo-3*_GFP::MYO-3 animals were captured using a 20x magnification and the quality of body wall muscles was scored as good, mediocre or severe based on the connectivity, breaks and compactness of the myofilaments. Images of p_*let-858*_GCaMP2.0 were captured using 20x magnification under a green channel. Touch receptor neurons of p_*mec-7*_::GCaMP6.0 m::SL2::TagRFP animals were acquired on both a green and a red channel under a 40x objective lens. The ratio of GFP:RFP was calculated to reduce movement artifacts [108].

### Thrashing assays

For thrashing assays, 1-day, and 8-day adult nematodes were placed in a 10 μl drop of M9 buffer (22 mM potassium di-hydrogen phosphate [KH_2_PO_4_; AppliChem 141,509], 42.3 mM sodium phosphate dibasic [Na_2_HPO_4_; Sigma-Aldrich, 1.06586], pH 7, 86 mM sodium chloride [NaCl; Sigma-Aldrich, 1.06404] and 1 mM magnesium sulfate heptahydrate [MgSO_4_;Sigma-Aldrich, 1.05886]) on a microscope slide and observed under the stereoscope at room temperature (21–23°C). The number of thrashes/body bends for each individual nematode was counted every time the nematode moved in the opposite direction of the previous body bend. The thrashes/body bends were counted for 20 s. For each condition, 20 individual animals were examined, and each one was assessed at three independent times.

### Lifespan assays

All lifespan assays were performed at 20°C. Semi-synchronous animal populations were generated by egg laying and progeny were allowed to grow under appropriate, defined conditions. 20–25 larval stage 4 (L4) animals were reared per NGM plate, for a total of 100–150 individuals per experiment. For RNAi experiments, L4 worms were placed on plates seeded with HT115(DE3) *E. coli* bacteria, transformed with either the pL4440 plasmid vector (Fire Lab *C. elegans* Vector Kit) or the specific RNAi plasmid construct, and supplemented with 2 mM isopropyl β-d-1 thiogalactopyranoside (IPTG). Animals were transferred to fresh plates every 2–4 days thereafter and examined daily for touch-provoked movement and pharyngeal pumping, until death. Worms that died owing to internally hatched eggs, an extruded gonad or desiccation due to crawling on the edge of the plates were censored and incorporated as such into the data set. Survival curves were created using the product limit method of Kaplan and Meier. The log rank (Mantel – Cox) test was used to evaluate differences between survivals and determine *p* values. Statistical analysis was performed using GraphPad Prism 9.0.0 (GraphPad Software, San Diego, California USA, www.graphpad.com). Detailed data from lifespan assays are presented in Table S2 and S3.

### Cell lines and cell culture conditions

Human foreskin fibroblasts (BJ; ATCC, CRL-2522) and human umbilical vein endothelial cells (HUVECs; ATCC, CRL-1730) were obtained from the American Tissue Culture Collection. BJ were cultured in Dulbecco’s Modified Eagle’s Medium (DMEM; Thermo Fisher Scientific 11,965,092) supplemented with 10% (v:v) fetal bovine serum (FBS; Sigma-Aldrich, F7524) and 1% (v:v) non-essential amino acids and HUVECs were maintained in Medium 199 (M199; Invitrogen 41,150,020) supplemented with 20% (v:v) FBS and 1% large vessel endothelial supplement (LVES; Gibco Life Technologies, A1460801). Mouse embryonic fibroblasts (MEFs; gift by National Institutes of Health, USA) were cultured in Dulbecco’s Modified Eagle Medium (Thermo Fisher Scientific 31,966,021) supplemented with 10% FBS and 1% penicillin-streptomycin (Thermo Fisher Scientific 15,140,122), in a humidified 37°C incubator with 5% CO_2_. All cells were maintained in conditions of 5% CO_2_, 95% humidity and 37°C. In all experimental procedures applied, cells were subcultured by using a trypsin-EDTA solution (Thermo Fisher Scientific, R001100). HMC3 cells (ATCC, CRL-3304) were cultured in Minimum Essential Medium Eagle (Merck, M2279) containing 10% FBS and 1% GlutaMAX (Thermo Fisher Scientific 35,050,061) and treated 1 week with or without UA. Then cells were reseeded on 96-well plates for reading fluorescence on a Flexstation 3 plate reader (Molecular Devices) using filter excitation 490-nm and Emission 515-nm. The Calbryte^TM^ 520 (Nordic Biosite, ABD-20651) was prepared and used following the instruction manual. In short, cells were washed in HBSS (VWR, HYCLSH30268.01), then 10 nM Calbryte^TM^ 520 in HBSS was incubated with wells with or without 10 μM UA and or 1 mM EGTA for 45 min at room temperature. Buffer was exchanged to HBSS again before plates were read.

### Cell viability assay

Cells were plated in flat-bottomed 96-well microplates and the next day they were incubated with different concentrations of UA for 24 h. Afterwards, the medium was replaced by 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT; Sigma-Aldrich 475,989) dissolved at a final concentration of 1 mg:mL in serum-free, phenol red-free medium. The formed formazan crystals were then dissolved by isopropanol and the absorbance of the solution was measured at 570-nm wavelength. Survival of control cells was arbitrarily set to 100%.

### Measurement of cathepsins enzymatic activities

For measuring cathepsins activity cells were lysed in an extraction buffer (1 mM dithiothreitol and Tris 50 mM, pH 4.0) and the lysates were cleared at 17,000 g for 20 min at 4°C. Following protein content measurement with Bradford assay, 5 μg of protein were incubated in the reaction buffer (50 mM sodium acetate, 8 mM cysteine-hydrochloride [Sigma-Aldrich, C1276], 1 mM EDTA, pH 4.0) containing the fluorogenic substrate Z-RR-AMC (Enzo Life Sciences, Inc., BML-P137) for 30 min at 37°C. Fluorescence was measured in a Spark multimode microplate reader (Tecan Trading AG, Männedorf, Switzerland) at excitation and emission wavelengths of 350- and 440-nm, respectively.

### Measurement of reactive oxygen species (ROS)

For the assessment of ROS production, cells were incubated with 10 μM CM-H_2_DCFDA dye (Thermo Fisher Scientific, C6827) in PBS (Thermo Fisher Scientific 10,010,023) for 30 min at 37°C in the dark. Following dye removal, cells were incubated for 10 min with PBS and then lysed in Nonidet *p*-40 lysis buffer (1% Nonidet *p*-40 [NP-40; Thermo Fisher Scientific 85,124], 150 mM NaCl, and 50 mM Tris, pH 8.0). The cells were cleared by centrifugation at 19,000 g for 10 min at 4°C. The supernatant was diluted 1:4 (v:v) in ddH2O, and fluorescent dichlorodihydrofluorescein was measured in a Spark multimode microplate reader (Tecan Trading AG, Männedorf, Switzerland) at excitation, 490-nm, and emission, 520-nm.

### Intracellular calcium measurement

For the calcium detection, cells were incubated with 10 μM Fluo-4 AM dye (Invitrogen, Thermo-Fisher, F14201) in PBS for 30 min at 37°C in the dark. Following dye removal, cells were incubated for 10 min with PBS and then, either were stained with DAPI and viewed at the NIKON C1 CLSM or the produced fluorescence was measured using the Infinite 200 Tecan microtiter-plate photometer (Tecan Trading AG, Switzerland) at excitation and emission wavelengths of 485- and 535-nm, respectively.

### Preparation of cell extracts and immunoblotting analysis

For immunoblotting studies cells were lysed on ice in NP-40 lysis buffer (150 mM NaCl, 1% NP-40, 50 mM Tris, pH 8.0) containing protease (Sigma-Aldrich, P8340) and phosphatase (Sigma-Aldrich, P2850) inhibitors and lysates were immediately cleared with centrifugation for 15 min at 17,000 g (4 °C). The supernatant was collected and following the determination of protein concentration by Bradford (Bio-Rad Laboratories, Inc., 5000006), samples were fractionated by SDS-PAGE and analyzed by immunoblotting. Primary and horseradish peroxidase-conjugated secondary antibodies were applied for 1 h at room temperature and immunoblots were developed using an enhanced chemiluminescence reagent kit (Clarity^TM^ Western ECL Substrate; Bio-Rad Laboratories, Inc., 1705061). Immunoblots quantitation was performed by scanning densitometry and ImageJ software. Primary antibody against LC3B (2775) was purchased from Cell Signaling Technology, Inc. Primary antibody against GAPDH (sc‐25778), as well as horseradish peroxidase‐conjugated secondary antibodies (sc-2357), were purchased from Santa Cruz Biotechnology.

### Mitophagy assessment in cell cultures

For the detection of mitophagy, Mitophagy Detection Kit (Dojindo Molecular Technologies, MD01) was used. Cells were treated according to the manufacturer’s recommendations. In brief, cells were washed twice with serum-free DMEM (Thermo Fisher Scientific 21,063,029) and afterwards incubated at 37°C for 30 min with 100 nmol:L Mitophagy Dye diluted in serum-free DMEM. After this incubation cells were again washed twice with serum-free DMEM followed by the addition of complete DMEM. Samples were viewed at a NIKON C1 Confocal Laser Scanning Microscope (CLSM).

### Seahorse cellular stress assays

To evaluate the changes in mitochondrial function, Seahorse XFp Cell MitoStress Test (Agilent Technologies 103,015–100) was performed according to the manufacturer’s protocol. In brief, on the day of the assay, the cell culture growth medium was replaced with low-buffered pH 7.4 DMEM supplemented with glutamine (2 mM; Thermo Fisher Scientific 25,030,081), glucose (10 mM; Thermo Fisher Scientific, A2494001) and sodium pyruvate (1 mM; Thermo Fisher Scientific 11,360,070). The cell culture microplate was incubated in a non-CO_2_ incubator at 37°C for 1 h before the assay. The seahorse compounds were prepared in assay media and injected into the injection ports.

### Induction of premature senescence by H_2_O_2_ and SA-GLB1/β-gal staining

For the induction of premature senescence, proliferating cells were exposed to the sub-cytotoxic concentration of 300 μM H_2_O_2_ (three exposures of 48 h each), as previously described [109]. Senescent cells were stained with GLB1/β-galactosidase staining as described previously [110]. Briefly, cells were washed with PBS and fixed in 2% formaldehyde in PBS for 5 min. Following fixation cells were washed with PBS and were then stained (in the absence of CO_2_) for 12–16 h at 37°C in staining solution (150 mM NaCl, 2 mM MgCl_2_, 5 mM K_3_Fe(CN)_6_ [Sigma-Aldrich 244,023], 5 mM K_4_[Fe(CN)_6_]·3 H_2_O [Sigma-Aldrich, P3289], 40 mM citric acid/sodium phosphate, pH 6.0 containing 1 mg/ml 5-bromo-4-chloro-3-indolyl-β-d-galactoside [Thermo Fisher Scientific, B1690]). Cells were viewed under phase contrast optics in a TS-100F NIKON inverted microscope and at least 10 optical fields were used to score positively stained cells.

### RNA isolation, RT-qPCR and RNAseq

*C. elegans* total RNA was prepared from frozen worm pellets of OP50-fed N2 animals treated with 50 μM UA, using Nucleozol (Macherey-Nagel 740,404). Four separate populations were allowed to grow in the presence of UA and 100–150 animals were harvested at day 1 of adulthood and treated independently. Additional populations propagated in parallel under the same conditions without UA were included in each sample group as the control. The quality and quantity of RNA samples were determined using BioTek Cytation 5 reader (Agilent). Reverse transcription was carried out with iScript RT cDNA Synthesis KIT (Bio-Rad) and quantitative PCR was performed using KAPA SYBR FAST Universal Kit (Roche, KK4602) in the QuantStudio 5 Real-Time PCR system (Applied Biosystems). Relative amounts of mRNA were determined using the comparative Ct method for quantification and each sample was independently normalized to its endogenous reference gene (*ama-1*). Gene expression data are presented as the mean fold change ± SEM of all biological replicates relative to the indicated control. Statistical analysis was performed as indicated on each occasion. Primers used for qRT-PCR are listed in Table S1. For RNAseq studies, libraries were prepared using the DNBSEQ Eukaryotic Stranded Transcriptome library – Stranded mRNA Library (performed by BGI Genomics’ RNA sequencing service; www.bgi.com). Library preparation started with mRNA enrichment and purification (using oligo dT beads to enrich mRNA with poly A tail). The RNA was fragmented, and first-strand cDNA was generated using random N6-primed reverse transcription, followed by a second-strand cDNA synthesis with dUTP instead of dTTP. The synthesized cDNA underwent end-repair followed by 3’ adenylation. Adaptors were ligated to the ends of these 3’ adenylated cDNA fragments. Prior to PCR amplification, the dUTP-marked strand was selectively degraded by UNG/UDG (uracil DNA glycosylase). The remaining strand was amplified to generate a cDNA library suitable for sequencing. Multiple rounds of PCR amplification were performed to enrich the purified cDNA template using PCR primer. The PCR product was denatured by heat and the single-stranded DNA was cyclized by splint oligo and DNA ligase. The DNA nanoball was synthesized and sequenced on DNBSEQ (DNBSEQ Technology) platform (BGI Genomics). Total RNA from cells was extracted using RNAiso plus (Takara Bio Inc., 9108) and quantified with a BioSpec-nano spectrophotometer (Shi-madzu Inc., Kyoto, Japan). Subsequently, 1 μg RNA was converted to cDNA using the FastGene Scriptase II cDNA Kit (NIPPON Genetics, LS63). To carry out Quantitative Real-Time PCR analyses, the 5x HOT FIREPol® EvaGreen® qPCR Supermix (Solis BioDyne, 08–36) and PikoRe-alTM Real-Time PCR System (Thermo Fisher Scientific, Waltham, MA, USA) were used. Primers were designed using the primer-BLAST tool (http://www.ncbi.nlm.nih.gov/tools/primer-blast/).

### RNAseq analysis

RNAseq reads were subjected to quality control (QC) to determine whether the sequencing data is suitable for subsequent analysis. Filtered clean reads were aligned to Genome assembly WBcel235 (GCF_000002985.6_WBcel235) using HISAT. FeatureCounts v.1.6.2 was used to generate a matrix of mapped fragments per RefSeq annotated gene. Analysis for differential expressed genes (DEGs) between the UA and control samples was performed using the R package DESeq2 v.1.16.1 with a threshold of *p* value < 0.05 and |FC| > 1.2. PCA (principal components analysis) was completed by R package factoextra v1.0.7. Volcano plots and dot plots were achieved with the R package ggplot2 v.3.5.1. Heatmap of DEG expression was visualized using the R package pheatmap v1.0.12. Gene ontology (GO) enrichment analysis was determined by Gene Ontology: http://geneontology.org.

### Mitochondrial isolation and immunoblotting in *C. elegans*

Mitochondrial and cytosolic fractions were isolated as previously described [73], with minor modifications. Briefly, approximately 600 *C. elegans* were collected in M9 buffer and homogenized with an equal volume of ice-cold isolation buffer (0.32 M sucrose [Apollo Scientific, BIS3391], 10 mM EDTA, 10 mM Tris-HCl, pH 7.3) supplemented with 2% (w:v) BSA (Sigma-Aldrich, A9418). The homogenate was passed through a 10-μm filter and centrifuged at 2,200 *g* for 10 min at 4°C. The resulting mitochondrial pellet was washed with BSA-free isolation buffer and resuspended in 40 μL of 1× SDS-PAGE sample buffer. The supernatant (cytosolic fraction) was retained and mixed with 5× SDS-PAGE sample buffer.

Both fractions were boiled and analyzed by SDS-PAGE followed by immunoblotting, as previously described [73]. Primary antibodies used were: anti-GFP (Santa Cruz Biotechnology, sc-9996), anti-ACT-2 (Cell Signaling Technology, 4967), and anti-HSP-60 (Developmental Studies Hybridoma Bank, AB_10572252). HRP-conjugated secondary antibodies were incubated for 1 h at room temperature. Immunoreactive signals were detected using an enhanced chemiluminescence (ECL) kit (GE Healthcare Amersham, RPN2108). Band intensities were quantified using Fiji (ImageJ) software.

### LC-MS/MS analysis

For total proteomic analysis *C. elegans* samples (pool 500 worms) were lysed in a lysis buffer consisting of 4% SDS, 0.1 M DTT, 0.1 M Tris, pH 7.4. The samples were subjected to heating for 3 min at 99°C followed by a centrifugation step for 15 min at 17,000 g.

For DRP-1 immunoprecipitation analysis, four biological replicates and three to four technical replicates per genotype were utilized. Briefly, *C. elegans* expressing DRP-1::GFP, with or without UA treatment, were harvested and homogenized in a lysis buffer composed of 50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 1 mM EDTA, and 1% Triton X-100 (Sigma-Aldrich, T8787), supplemented with protease and phosphatase inhibitors; to eliminate nonspecific protein interactions, worms expressing GFP alone were used as controls. Following centrifugation, the resulting supernatants were incubated overnight at 4°C with anti-GFP-conjugated magnetic beads (Cell Signaling Technology, 67090S) under continuous agitation. After incubation, the beads were subjected to five sequential washes. Protein elution was performed under acidic conditions using 0.1 M glycine-HCl (pH 3.5).

Samples were processed according to the Sp3 protocol [104] including an alkylation step in 200 mM iodoacetamide (Thermo Fisher Scientific, AC122270050). 20 μg of beads (1:1 mixture of hydrophilic and hydrophobic SeraMag carboxylate-modified beads; GE Healthcare Greece 45,152,105,050,250 and 65,152,105,050,250) were added to each sample in 50% ethanol. Protein clean-up was performed on a magnetic rack. The beads were washed twice with 80% ethanol and once with 100% acetonitrile (Fisher Chemical, A955–500). The captured-on beads proteins were digested overnight at 37°C under vigorous shaking (1200 rpm, Eppendorf Thermomixer) with 1 μg Trypsin/LysC (MS grade; Promega, V5071) prepared in 25 mM ammonium bicarbonate, pH 7.8. Next day, the supernatants were collected, and the peptides were purified using a modified Sp3 clean up protocol and finally solubilized in the mobile phase A (0.1% formic acid in water), sonicated and the peptide concentration was determined through absorbance at 280 nm measurement using a nanodrop instrument.

Samples were run on a liquid chromatography tandem mass spectrometry (LC-MS/MS) setup consisting of a Dionex Ultimate 3000RSLC online with a Thermo Q Exactive HF-X Orbitrap mass spectrometer. Peptidic samples were directly injected and separated on an 25-cm-long analytical C18 column (PepSep, 1.9 μm^3^ beads, 75 µm ID; Bruker Daltonics 1,893,477) using a 90 min-long run, starting with a gradient of 7% Buffer B (0.1% formic acid in 80% acetonitrile) to 28% Buffer B for 63 min and followed by an increase to 36% in 7 min and a second increase to 95% in 0.5 min and then kept constant for equilibration at 7% Buffer B for 14.5 min. A full MS was acquired in profile mode using a Q Exactive HF-X Hybrid Quadrupole-Orbitrap mass spectrometer, operating in the scan range of 375–1400 m:z using 120 K resolving power with an AGC of 3x 10^6^ and max IT of 60 ms followed by data independent analysis using 8 Th windows (39 loop counts) with 15K resolving power with an AGC of 3x 10^5^ and max IT of 22 ms and a normalized collision energy (NCE) of 26. Each biological sample was analyzed in three technical replicas.

### Proteomics data analysis

Orbitrap raw data was analyzed in DIA-NN (Data-Independent Acquisition by Neural Networks) (Demichev) through searching against the reference proteomes of *C. elegans* (UP000001940_6239) and *E. coli* (UP000000625_83333), both retrieved from Uniprot database on December ‎20, ‎2023, in the library free mode of the software, allowing up to two tryptic missed cleavages. A spectral library was created from the DIA runs and used to re-analyze them. DIA-NN default settings have been used with oxidation of methionine residues and acetylation of the protein N-termini set as variable modifications and carbamidomethylation of cysteine residues as fixed modification. N-terminal methionine excision was also enabled. In case of the analysis of the enriched DRP-1 through its immunoprecipitation, the phosphorylation of serines/threonines and tyrosines were set as potential variable modification. The match between runs (MBR) feature was used for all analyses and the output (precursor) was filtered at 0.01 FDR and finally the protein inference was performed on the level of genes using only proteotypic peptides. The software directLFQ was applied for additional sample normalization and the calculation of protein intensities (Ammar). The generated results were processed statistically and visualized in the Perseus software 1.6.15.0 (Tyanova). Values were log_2_ transformed, a threshold of 70% of valid values in at least one group was applied and the missing values were replaced from normal distribution. For statistical analysis, Student’s t-test was performed, and permutation-based FDR was calculated. Analysis for DEPs was conducted in a total of 4603 proteins detected using Student’s t-test with a threshold of *p* value < 0.05 between the UA and control samples. PCA (principal components analysis) was completed by R package factoextra v1.0.7. Volcano plots and dot plots were achieved with the R package ggplot2 v.3.5.1. Gene ontology (GO) enrichment analysis was determined by Gene Ontology: http://geneontology.org.

### GSVA analysis

Gene set variation analysis (GSVA) was carried out to estimate sample-wise GO pathway activity variation using the GSVA R package version 1.50.

### Statistics and reproducibility

GraphPad Prism 9.0.0 (GraphPad Software, San Diego, California USA, www.graphpad.com) was used for statistical analyses. Statistical details of experiments can be found in the figures’ legends. The log-rank (Mantel – Cox) method was used to compare survival curves. Mean values were compared using unpaired t-tests. For all experiments, *p* values < 0.05 were considered significant. Data distribution was assumed to be normal, but this was not formally tested. No statistical method was used to predetermine the sample size, but our sample sizes are similar to those reported in previous publications using similar procedures [3,19,20,111,112]. The investigators were not blinded to allocation during the experiments and/or data collection and outcome assessment or analysis. All experiments with objective measurements (such as microscopy, thrashing assays and lifespan assays) were also performed blinded by other members of the laboratory.

### Data availability

The authors declare that all data supporting the findings of this study are available within the paper and its supplementary information files. The RNA sequencing data have been deposited to GEO repository with the dataset identifier GSE279559. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [113] partner repository with the dataset identifier PXD056571.

## Supplementary Material

Supplementary_Data_file_autophagy_R5_KP.docx

## Data Availability

All data supporting the findings of the current study are available within the paper and its Supplementary Material. The datasets generated, used and analyzed during this study and the respective materials are available from the corresponding authors upon request.

# Supplementary material for: Urolithin Α modulates inter-organellar communication via calcium-dependent mitophagy to promote healthy ageing
**Source:** Autophagy. 2025 Sep 29;21(12):3097–122. doi: 10.1080/15548627.2025.2561073
**Supplement:** Supplementary_Data_file_autophagy_R5_KP.docx

| **Table S1.** List of primers used in this study. | | |
| --- | --- | --- |
| **Oligo name** | **Sequence (5-‘3’)** | **Application** |
| *mcu-1(ju1154)_F* | ATGAGGAATGGCCGATGCTTG | Tracking of *ju1154* allele |
| *mcu-1(ju1154)_R* | GCTAACGGGAAGATGCTGGAATAG |  |
| *mcu-1_RT1* | CTTCCGTCAAGAAATGAGCCTTG | qRT-PCR |
| *mcu-1_RT2* | CGTCGAGTTGGCGGAGTTTATC |  |
| *unc-43(tm1605)_F* | AAAGAAGCTATCCGCTCGTGAC | Tracking of *tm1605* allele |
| *unc-43(tm1605) _R* | CCAAATTTTCTCATTCGCGC |  |
| *drp-1(tm1108)_F* | ATGGAACACTTCTCACAGATGATTGG | Tracking of *tm1108* allele |
| *drp-1(tm1108)_R* | TCCTGGTACCGGTTGTAGCTGC |  |
| *itr-1_RT1* | GATTCTTGAGCACACTTGGATTGG | qRT-PCR |
| *itr-1_RT2* | AGCAACTTTCAGCTTATTCATCAGATC |  |
| *sca-1_RT1* | CAAAGACGCCAATGAGGTGTG | qRT-PCR |
| *sca-1_RT2* | TCACTGCTTCTGTCTGATCTTCG |  |
| *ama-1_RT1* | GCTATGGTGCCGAGACAAC | qRT-PCR  (Reference gene) |
| *ama-1_RT2* | CCAGGAATGATAAGCGAGAAGAC |  |
| *emc-3 _RT1* | GGAGAATATAGCCGACGGACAATAC | qRT-PCR |
| *emc-3 _RT2* | CGACGACGATCATTGGGATCATAT |  |
| *tmco-1_RT1* | ACAAAAGACTGAAAGCTGATATGGAC | qRT-PCR |
| *tmco-1_RT2* | CAGTCATGTCTTCGCCAATCAAG |  |
| *BECN1_F* | AACCAGATGCGTTATGCCCA | qRT-PCR |
| *BECN1_R* | TCCATTCCACGGGAACACTG |  |
| *p62_F* | CATCGGAGGATCCGAGTGTG | qRT-PCR |
| *p62_R* | TTCTTTTCCCTCCGTGCTCC |  |
| *ATG5_F* | GGCCATCAATCGGAAACTCA | qRT-PCR |
| *ATG5_R* | CCTAGTGTGTGCAACTGTCCA |  |
| *NRF2_F* | CATCCAGTCAGAAACCAGTGG | qRT-PCR |
| *NRF2_R* | GCAGTCATCAAAGTACAAAGCAT |  |
| *NQO1_F* | AGCAGACGCCCGAATTCAAA | qRT-PCR |
| *NQO1_R* | AGAGGCTGCTTGGAGCAAAA |  |
| *TXNRD1_F* | TTGGAGTGCGCTGGATTTCT | qRT-PCR |
| *TXNRD1_R* | TTTGTTGGCCATGTCCTGGT |  |
| *p21_F* | GACCATGTGGACCTGTCACT | qRT-PCR |
| *p21_R* | CTTCCTGTGGGCGGATTAGG |  |
| *GAPDH_F* | CCACATCGCTCAGACACCAT | qRT-PCR |
| *GAPDH_R* | CCATGGGTGGAATCATATTGGAAC |  |

| **Table S2.** Lifespan analysis of UA-treated animals in OP50-seeded NGM plates. | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| **#** | **Stain** | **Treatment** | **Median/Max** | **N^1^ (T/C)** | **p-value (vs Ctrl)** | **p-value (vs wt)** |
| 1 | N2 | - | 17/23 | 39/0 | 0.2597 | - |
|  |  | UA | 18/24 | 70/4 |  |  |
|  |  | EGTA | 15/19 | 65/0 | 0.7423 |  |
|  |  | UA + EGTA | 15/20 | 49/1 |  |  |
| 2 | N2 | - | 14/16 | 55/1 | <0.0001(****) | - |
|  |  | UA | 16/25 | 77/9 |  |  |
|  |  | EGTA | 13/19 | 89/18 | 0.3987 |  |
|  |  | UA + EGTA | 13/22 | 102/30 |  |  |
| 3^◊^ | N2 | - | 17/25 | 94/5 | 0.0078(**) | - |
|  |  | UA | 18/28 | 90/10 |  |  |
|  |  | EGTA | 17/24 | 95/3 | 0.9733 |  |
|  |  | UA + EGTA | 17/25 | 97/4 |  |  |
| 4 | N2 | - | 17/23 | 134/8 | - | - |
|  |  | UA | 19/24 | 90/7 | 0.0008(***) | - |
|  | *mcu-1*  *(ju1154)* | - | 15/20 | 134/4 | - | <0.0001(****) |
|  |  | UA | 14/20 | 148/18 | 0.3680 | <0.0001(****) |
|  | *itr-1*  *(sa73)* | - | 14/18 | 140/14 | - | <0.0001(****) |
|  |  | UA | 14/19 | 143/19 | 0.3480 | <0.0001(****) |
| 5^◊^ | N2 | - | 21/27 | 132/26 | - | - |
|  |  | UA | 24/29 | 86/2 | 0.0002 | - |
|  | *mcu-1*  *(ju1154)* | - | 18/24 | 127/6 | - | <0.0001(****) |
|  |  | UA | 18/25 | 120/3 | 0.6989 | <0.0001(****) |
|  | *itr-1*  *(sa73)* | - | 20/24 | 140/2 | - | <0.0001(****) |
|  |  | UA | 19/26 | 135/0 | 0.4834 | <0.0001(****) |
| All experiments were carried out at 20°C in OP50-seeded NGM plates supplemented with the indicated chemical (treatment).  *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001 - Log-rank (Mantel-Cox) test  ^1^T = total/C = censored.  ^◊^marks data shown in figures. | | | | | | |

**Supplementary Data**

**Figure S1.** Urolithin A triggers widespread alterations in organellar architecture, transcriptome and proteome. (**A**-**C**) Representative images of 1-day- and 8-days-old nematodes expressing in their intestine an ER-localized CemOrange2 (*nhx-2* promoter) (**A**), a mitochondria-targeted mKate2 (*ges-1* promoter) (**B**), or a lysosomal CemOrange2 (*nhx-2* promoter), under control conditions and treated with RNAi against *pink-1*, *pdr-1* or *dct-1*, or supplemented with UA (scale bars: 20 μm). (**D**) Quantification of mitochondrial content of 1-day- and 8-days-old nematodes, as judged by the fluorescence intensity of a mitochondria-targeted mKate2 expressed in body wall muscles (*myo-3* promoter), intestine (*ges-1* promoter) or neurons (*rgef-1* promoter), under control conditions or treated with UA (data presented as mean ± SD; ns P>0.05, *P < 0.01, **P < 0.001, ***P < 0.001, ****P < 0.0001; two-way ANOVA). (**E** and **F**) PCA analyses from transcriptomic (**E**) and proteomic (**F**) results indicate the distribution of samples across two principal components. (**G** and **H**) Volcano plot depicting differentially expressed genes (DEGs) (**G**) and differentially expressed peptides (DEPs) (**H**) in UA-treated *versus* untreated (control) nematodes. (**I** and **J**) Heatmaps depicting transcriptome (**I**) and proteome (**J**) changes in nematodes post-UA treatment; color bars indicate the z-score intensity of the rows. (**K** and **L**) Dot plots illustrating enriched Gene Ontology (GO) terms associated with calcium, endoplasmic reticulum (ER), lysosomal, mitochondrial and peroxisomal function derived from transcriptomic analysis (**K**) or high-resolution proteomic study (**L**). X-axis and dot size represent the number of significant genes/peptides that correspond to each GO term. Dot color reflects statistical significance. (**M**) Map of significantly enriched GO terms representing biological processes or cellular components affected by UA treatment at the proteome level. Nodes represent enriched GO terms and edges their interrelationships, clustered by functional similarity. Node size corresponds to statistical significance. Color opacity represents the number of proteins assigned to each term.

**Figure S2.** UA-mediated calcium elevation induces mitophagy and sustains mitochondrial mass and membrane potential during ageing. (**A-D**) Fluorescence intensity (**A** and **C**) and representative images (**B** and **D**) of 4-days-old transgenic nematodes expressing the calcium biosensor GCaMP6.0 in touch receptor neurons (*mec-7* promoter) (**A** and **B**), or GCaMP2.0 under the ubiquitous promoter *let-858* (**C** and **D**), under control conditions and treated with UA, NMN or PQ, in the presence or absence (H_2_O) of the Ca^2+^-chelating agent EGTA. In the case of mechanosensory neurons, GCaMP6.0 fluorescence was normalized to that of RFP, that is simultaneously expressed under the same promoter (scale bars: 50 μm; data presented as mean ± SD; ns, P >0.05, ***P < 0.001; one-way ANOVA). (**E)** Mitophagic flux estimated by the ratio of GFP and DsRed double-positive:DsRed-only-positive particles in 4 days old transgenic nematodes expressing the double fluorophore mtRosella in body-wall muscles (*myo-3* promoter), under control conditions of treated with UA, PQ, NMN in the presence or absence (H_2_O) of EGTA (data presented as mean ± SD; ns, P >0.05, ***P < 0.001; one-way ANOVA.) (**F-H**) Mitophagic flux estimated by the ratio of GFP and DsRed double-positive:DsRed-only-positive particles (F), mitophagy levels estimated by the GFP:DsRed intensity ratio (**G**) and representative images (**H**) of 4-days-old transgenic nematodes expressing the double fluorophore mtRosella in neurons (*unc-119* promoter), under control conditions or treated with UA or PQ, in the presence or absence (H_2_O) of EGTA. Low ratios of GFP:DsRed intensity correspond to high levels of mitophagy (ns P > 0.05, ***P < 0.001; one-way ANOVA). Scale bars: 50 μm. (**I**) Quantification of mitochondrial content of 1-day- and 8-day-old nematodes, as judged by the fluorescence intensity of a mitochondria-targeted mKate2 expressed ubiquitously (*eft-3* promoter), under control conditions or treated with UA in the presence or absence of EGTA (data presented as mean ± SD; ns P>0.05, *P < 0.01, ***P < 0.001, ****P < 0.0001; two-way ANOVA). (**J**) Quantification of mitochondrial membrane potential in 1-day- and 8-days-old nematodes, as determined by the intensity of TMRE staining, under control conditions or treated with UA in the presence or absence of EGTA (data presented as mean ± SD; ns P>0.05, **P < 0.01, ****P < 0.0001; two-way ANOVA).

**Figure S3.** Urolithin A triggers responses involving mitochondria, lysosomes and the ER, ultimately activating SKN-1/NRF2. (**A** and **B**) Heatmap of mitochondrial (**A**) and lysosomal (**B**) proteins upregulated in UA-treated groups as compared to control groups. Hierarchical clustering reveals distinct expression patterns between treated and untreated conditions, indicating increased expression of specific mitochondrial and lysosomal proteins upon UA treatment. (**C** and **D**) Quantification of lysosomal acidity, determined by the intensity of LysoSensor Green staining (**C**) and representative images of 4-days-old stained animals (**D**) (scale bars: 100 μm; data presented as mean ± SD; ns P>0.05, **P < 0.01, ****P < 0.0001; one-way ANOVA). (**E**) Relative mRNA levels of *itr-1*, *mcu-1*, *sca-1* in 4-days-old nematodes under control conditions or treated with UA (data presented as mean ± SD; ns P>0.05, *P < 0.05; one-way ANOVA). (**F** and **G**) Quantification of fluorescence intensity (**F**) and representative images (**G**) of 4-days-old transgenic nematodes expressing the calcium biosensor GCaMP6.0 in their body wall muscles (*myo-3* promoter), under control conditions and treated with UA, exposed to RNAi against *mcu-1* or *itr-1* (scale bars: 50 μm; data presented as mean ± SD; ns P >0.05, **P < 0.01; two-way ANOVA). (**H** and **I**) Qualitative assessment (**H**) and representative images (**I**) of myofilaments in body wall muscles of aged (8-days-old) nematodes, visualized by the expression of GFP::MYO-3/myosin, under control conditions and treated with UA, in the presence or the absence of EGTA, upon RNAi-mediated silencing of *itr-1* (scale bars: 50 μm; ns P > 0.05, ****P < 0.0001; Chi-square test). (**J**) Heatmap of differentially expressed ER proteins in UA-treated groups compared to control groups. (**K**) Lifespan of WT (N2) nematodes exposed to RNAi against *emc-3* or *tmco-1*, under control conditions and treated with UA (ns P > 0.05, ***P < 0.001; log-rank (Mantel-Cox) test). (**L**) Relative mRNA levels of *emc-3* and *tmco-1* in 4-days-old nematodes under control conditions or treated with UA (data presented as mean ± SD; ns P>0.05; one-way ANOVA). (**M**) Motility of aged (8-days-old) wild type (N2) animals in a drop of isotonic liquid (M9), under control conditions and treated with UA, exposed to RNAi against *emc-3* or *tmco-1* (ns, P > 0.05, **P < 0.01; two-way ANOVA). (**N**-**P**) Representative fluorescent images of transgenic animals expressing the p*_gst-4_*GFP (SKN-1/NRF2 target) (**N**), p*_sod-3_*GFP (DAF-16/FOXO target) (**O**), or the p*_hlh-30_*HLH-30::GFP (TFEB ortholog) (**P**) transgenes following exposure to UA or NMN with or without the presence of EGTA. Scale bars: 500 μm for (**N** and **O**) and 50 μm for (**P**).

**Figure S4.** The mitophagy inducing and geroprotective effect of Urolithin A requires the basal activity of DRP-1. (**A** and **B**) Representative images (**A**) and mitophagy levels estimated by the GFP:DsRed ratio (**B**) of 4-days-old DRP-1 depleted transgenic nematodes expressing the double fluorophore mtRosella in neurons (*unc-119* promoter), under control conditions and treated with UA. Low ratios correspond to high levels of mitophagy (scale bars: 50 μm; data presented as mean ± SD; ns P > 0.05, **P < 0.01; two-way ANOVA). (**C** and **D**) Representative images (**C**) and quantification of fluorescence intensity (**D**) in 4-days-old transgenic nematodes expressing the calcium biosensor GCaMP6.0 in their body wall muscles (*myo-3* promoter), under control conditions and treated with UA, exposed to RNAi against *drp-1* (scale bars: 50 μm; data presented as mean ± SD; ns P >0.05, **P < 0.01; two-way ANOVA). (**E** and **F**) Qualitative assessment of the mitochondrial network in 4-days-old animals expressing a mitochondria-targeted GFP in their body wall muscles (*myo-3* promoter). Individual animals were scored based on the properties of their network (**E**) and the resulting distribution is presented (**F**) (scale bars: 50 μm; ns P>0.05, *P < 0.01, ****P < 0.0001; Chi-square test). (**G** and **H**) Representative images of 8-day-old transgenic animals expressing GFP::MYO-3/myosin under the endogenous *myo-3* promoter, exposed to RNAi against *drp-1(RNAi)*, under control conditions or treated with UA (**G)**. (**H**) Qualitative assessment of myofilaments in body wall muscles of aged (8-day-old) nematodes. Scale bars: 50 μm. (ns P > 0.05, ***P < 0.0001; Chi-square test). (**I**-**K**) Images of blots (**I**) and quantification of DRP-1::GFP in the cytosolic fraction (normalized to ACT2 levels) (**J**) or the mitochondrial fraction (normalized to HSP-60 levels) (**K**) of 1-day-old animals expressing a *drp-1::gfp*  transgene from the endogenous locus (data presented as mean ± SD; ns P >0.05, *P < 0.05; one-way ANOVA). (**L**) Representative images of 1-day old transgenic nematodes co-expressing a DRP-1::GFP translational fusion from the endogenous locus (green) and a mitochondria-targeted mKate2 (magenta) in body wall muscles (*myo-3* promoter) under control conditions or supplemented with UA. Scale bars: 40 μm.

**Figure S5.** UA triggers mitophagy and delays the age-related decline of locomotion activity via SKN-1 and UNC-43. (**A**) Lifespan curves of WT (N2) animals treated with RNAi against *skn-1*, under control conditions or after supplementation with UA (significance is presented in comparison to the respective untreated control; **P < 0.01, ****P < 0.0001; log-rank (Mantel-Cox) test). (**B** and **C**) Fluorescence intensity of transgenic nematodes expressing the p*_gst-4_*GFP transgene reporter under control conditions or supplemented with UA, in the presence or absence (H_2_O) of the antioxidant NAC (**B**); control conditions or supplemented with UA or NMN, in the presence or absence of EGTA **(C)** (data presented as mean ± SD; ns P>0.05, **P < 0.001, ***P < 0.001, ****P < 0.0001; one-way ANOVA in (**B**) and (**C**)). (**D**) Representative images of 1-day old transgenic nematodes co-expressing a DRP-1::GFP translational fusion from the endogenous locus (green) and a mitochondria-targeted mKate2 (magenta) in body wall muscles (*myo-3* promoter), subjected to RNAi against *unc-43* under control conditions or supplemented with UA. Scale bars: 5 μm. (**E-G**) Mitophagy levels estimated by the GFP:DsRed ratio (**E**) and representative images of 4-day-old transgenic nematodes expressing the double fluorophore mtRosella in (**F**) neurons (*unc-119* promoter) and (**G**) body wall muscle cells, under control conditions or treated with UA. Low ratios correspond to high levels of mitophagy (scale bars: 50 μm; data presented as mean ± SD; ns P > 0.05, ***P < 0.001, ****P < 0.0001; two-way ANOVA). (**H** and **I**) Qualitative assessment (**H**) and representative images (**I**) of myofilaments in body wall muscles of aged (8-day-old) nematodes, visualized by the expression of GFP::MYO-3/myosin, under control conditions and treated with UA, exposed to RNAi against *unc-43* (scale bars: 50 μm; ns P > 0.05, ****P < 0.0001; Chi-square test). (**J**) Motility of aged (8-days-old) wild type (N2) animals in a drop of isotonic liquid (M9), under control conditions and treated with UA, exposed to RNAi against *unc-43* (data presented as mean ± SD; ns P > 0.05, ****P < 0.0001; two-way ANOVA).

**Figure S6.** Urolithin’s A effects on mammalian cells. (**A**-**C**) Transcriptomic analysis of UA-treated HT29 human cells. PCA analysis (**A**) indicates the distribution of control and UA-treated samples across two principal components. 187 genes were found significantly (p value < 0.05 and |FC| ≥ 1.2) upregulated and 50 downregulated between control/untreated and UA treated groups (**B**). Numerous enriched Gene Ontology (GO) terms are associated with calcium, endoplasmic reticulum (ER), lysosomal, mitochondrial, and peroxide regions (**C**). X-axis and dot size represent the number of significant genes corresponding to each GO term. Dot color reflects statistical significance. (**D**-**H**) The effect of UA in HUVEC cells. Cell viability upon UA treatment (**D**), enzymatic activity of cathepsins B and L (**E**), endogenous oxidative load (ROS levels) (**F**) and relative mRNA levels of autophagy- (**G**) and oxidative response- (**H**) related genes were assessed at different concentrations (data in (**E** and **F**) represent mean ± SEM; all other data presented as mean ± SD; ns P > 0.05, * P < 0.05, ** P < 0.01, one-way ANOVA). (**I**) Immunoblots of autophagy-related protein LC3B in HUVECs and BJ fibroblasts, under control conditions and treated with UA, in the presence or the absence of EGTA. (**J** and **K**) Quantification of calcium levels in HUVECs, estimated by the intensity of Fluo-4 AM staining (**J**) and representative CLSM viewing (green) (**K**), under control conditions and treated with UA, in the presence or the absence of EGTA and supplementation with the DRP-1 inhibitor Mdivi-1. Nuclei were counterstained with DAPI (blue) (scale bars: 10 μm; data presented as mean ± SD; ns P > 0.05, * P < 0.05, ** P < 0.01, one-way ANOVA). (**L** and **M**) Quantification of calcium levels in HMC3 human microglial cells, determined by the intensity of Calbryte^TM^ 520 staining (**L**) and representative images (**M**) under control conditions or treated with UA in the presence or absence of EGTA (scale bar: 100 μm; data presented as mean ± SD; ns P > 0.05, * P < 0.05, ** P < 0.01, one-way ANOVA). (**N**) Quantification of calcium levels in mouse embryonic fibroblasts (MEFs), determined by the intensity of Calbryte^TM^ 520 staining, under control conditions or treated with UA in the presence or absence of EGTA (data presented as mean ± SD; **** P < 0.0001, one-way ANOVA). (**O**) CLSM viewing of mitochondria stained with MitoTracker Green in BJ and HUVEC cells (green), under control conditions and treated with UA, in the presence or the absence of EGTA. Nuclei were counterstained with DAPI (blue) (scale bars: 10 μm). (**P**) Oxygen consumption rates (Seahorse Analyzer) of HUVECs under control conditions and treated with UA, in the presence or the absence of EGTA (mean of OCR ± SD). (**Q** and **R**) Representative CLSM images (red) (**Q**) and quantification of membrane potential, estimated by the intensity of TMRE staining (**R**) of HUVECs and BJ fibroblasts, under control conditions and treated with UA, in the presence or the absence of EGTA. Nuclei were counterstained with DAPI (blue) (scale bars: 10 μm; data presented as mean ± SD; ns P > 0.05, ** P < 0.01, *** P < 0.001, one-way ANOVA). (**S** and **T**) Representative CLSM images of BJ fibroblasts and HUVECs stained with MitoSOX (red) for the estimation of endogenous oxidative load (ROS levels) (**S**), or LysoSensor Green (green) for the evaluation of lysosomal acidity (**T**), under control conditions and treated with UA, in the presence or the absence of EGTA. Nuclei were counterstained with DAPI (blue) (scale bars: 10 μm). (**U** and **V**) CLSM viewing (**U**) and quantification of mitophagy levels as judged by fluorescence intensity of Dojindo Mtphagy dye (red) (**V**) in HUVECs, under control conditions and treated with UA, in the presence or the absence of EGTA and supplementation with the DRP-1 inhibitor Mdivi-1 or the SERCA inhibitor thapsigargin. Nuclei were counterstained with DAPI (blue) (scale bars: 10 μm; data presented as mean ± SD; ns P > 0.05, ** P < 0.01, two-way ANOVA). (**W**) Relative mRNA levels of CDKN1A/p21 in HUVECs under control conditions and treated with UA, in the presence or the absence of EGTA, with and without H_2_O_2_ (data presented as mean ± SEM; ns P > 0.05, ** P < 0.01, ***P < 0.001; two-way ANOVA).

How the deposited data were processed for this re-analysis (not part of the article)

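RNA was sequenced from whole wild-type N2 nematodes in 8 libraries, 4 from populations grown with 50 μM UA and 4 from control populations, and all 8 were used. The deposited table holds the counts of fragments on each gene. The authors filtered the reads, aligned them to the WBcel235 genome with HISAT and counted the mapped fragments on each RefSeq gene with featureCounts, and they applied no normalization to the deposited counts. The deposited table also gives the summed exon length of each gene in bases, as the authors' counting tool writes it. The paper's text and the file do not state whether the strand was used in the counting. No reads were at hand, so the filtering, alignment and counting were not repeated.

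The table lists 46928 genes, of which 46925 were matched by identifier to a symbol or locus in the RefSeq gene table and 3 were not. Totals ranged from 41890058 to 43055719 fragments per library. The chi-square per degree of freedom between libraries of the same condition ranged from 8.34 to 67.0, so that no library was a resampled copy of another. UA and control libraries did not differ in total counts (two-sided exact permutation test, p = 0.943). The spread between populations, with a biological coefficient of variation of 0.16, sets the precision of the comparisons together with the number of libraries. For genes with few counts, depth may limit the precision too.

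Genes were kept by edgeR's filterByExpr function on the condition, which left 13720 genes. Counts were normalized with the TMM method and compared with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 with the condition as the term of the model. The p-values were adjusted with the Benjamini-Hochberg method. DEGs were called at the thresholds of the paper's methods, an unadjusted p under 0.05 and a fold change over 1.2, and also at an adjusted p under 0.05. The paper used DESeq2, and version 1.42.0 of it was run as an alternative. Scaled values were computed as CPM, with a prior count of 2 on the log2 scale for principal components, distances and GSVA scores. Other steps were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

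The control populations were propagated in parallel with the UA populations, and the paper's methods do not say whether equal replicate numbers were grown together. The deviations of libraries with the same number from their condition mean had a mean correlation across genes of 0.275, so results with each replicate number as a block are given beside the others (115 genes at an adjusted p under 0.05). The culture batch, replicates 1 and 2 against replicates 3 and 4, was defined from the first principal component. Values within each culture batch came from a separate fit of the same test to its 2 UA and 2 control libraries over the same genes. The difference in the effect of UA between the culture batches was tested with an interaction term in a model of all 8 libraries.

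The genes to be examined by name were fixed by a rule. It takes each nematode gene that the paper names in its results, and the 5 genes with the largest rise and the 5 with the largest fall at an adjusted p under 0.05 whose 4 UA values lie all above or all below the 4 control values, at a mean CPM of at least 1. Where fewer than 5 genes pass in a direction, an unadjusted p under 0.05 replaces the adjusted p. The paper's list held 37 genes, which were all tested, but values are given for only some of them. Other genes outside the rule were named for their abundance, their gene set, their low p-value or their difference between the culture batches.

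Gene sets were drawn up from gene name patterns, since the GO annotation that the paper used was not among the files. The 23 sets were tested for over-representation among the DEGs with a one-sided Fisher's exact test against the genes tested. GSVA scores followed the published method with a Gaussian kernel, written anew in Python, and were compared with two-sided exact permutation tests. The separation of the conditions was tested on the mean Euclidean distance between libraries, over the 35 splits of the 8 libraries into groups of 4, or, with the culture batch means removed, over the 18 of these with 2 libraries of each culture batch on each side.

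The pipeline was tested on simulated data with 200 changed genes among 13720, at the dispersion of these libraries. It called 106 genes at an adjusted p under 0.05, of which 100 were changed genes, and it called 60% of the genes changed 2-fold and 40% of those changed 1.5-fold. A simulated set, with each of its genes raised by the SD of that gene, reached a score difference of 0.811 (exact permutation test, p = 0.0286), and 1 of 21 other sets passed p under 0.05. In both simulations the genes varied independently and no culture batch was drawn. They thus check that the steps run, and do not give the power or the share of false calls in these libraries.

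The alternatives tried were DESeq2 with its size factors, upper-quartile factors, library size only, no filter on low counts, a filter of at least 10 counts in every library, the replicate block, and each library left out in turn. For principal components they also included the 500 most variable genes, a variance-stabilizing transformation and a prior count of 0.5, and for gene sets the DEGs of each direction and mean z-scores. A culture batch covariate, DESeq2 without a filter, DESeq2 with the replicate block and an offset for gene length were added after the data were seen. GC content was not examined, since the genome sequence was not at hand. The proteomic and human cell data of the paper were left out, since they are not part of the deposited table.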

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

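In this part, the count of splits for the 13 genes was chosen in advance, and the other tests were chosen only after the result was seen.

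In 104 groups of 4 libraries, a library was called far from the others when its gap to the nearest of them, as a share of the range of the group, exceeded Dixon's critical value for 4 values. This held in 3 groups, where chance gives 5.2. Control replicate 4 had 4.277 CPM of R08F11.4, against 2.418 to 2.602 in the other control libraries. The same library had a GSVA score of -0.356 for the mitochondrial ribosome, against 0.298 to 0.39 in the others. UA replicate 1 had a peroxisome score of -0.26, against 0.319 to 0.407 in the others. Since their number is below what chance gives, no explanation was tested for these 3 values.

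The paper does not report on the 13 genes with an adjusted p under 0.05. Of the 35 splits of the 8 libraries into groups of 4, 2 gave as many such genes. They are the split into UA and control and the split that follows the culture batch, which gave 1458. Each culture batch holds 2 UA and 2 control libraries, so that its own difference does not speak against one between UA and control. The other 33 splits gave 0 genes at an adjusted p under 0.05, with between 91 and 993 at an unadjusted p under 0.05 and a fold change over 1.2. The replicate numbers pair each UA library with a control library, and 8 of the 35 splits part every such pair. Of these 8, 1, the real split, gave as many genes, and 8 splits cannot show a share under 5%. With the replicate block, the count rose to 115. With the culture batch as a covariate, it rose to 219, and of the 18 splits with 2 libraries of each culture batch on each side, 1 gave as many, the real split. The other 17 gave 0 such genes and at most 717 at an unadjusted p under 0.05 and a fold change over 1.2, against 1151 for the real split, but 18 splits cannot show a share under 5% either. As to technical explanations, all 13 genes passed with the size factors of DESeq2, with upper-quartile factors and with library size only. All 13 also passed after a correction for gene length. Since the log2 fold change had a Spearman's rho of 0.04 with length across genes, this correction had little to remove and is a weak test. None of the 13 overlaps another gene with a mean of at least 10 counts (0 genes). Fits that left out 1 library kept between 5 and 13 of the 13 genes. C17H12.8 had a log2 fold change of -1.215 among replicates 1 and 2 and -1.198 among replicates 3 and 4, and *dod-22* of -2.59 and -2.53. Both were lower in UA in 4 of 4 replicates. The counts over 8 and 18 splits could not have come out under 5%, so they are no evidence for a grouping by chance. The adjusted p allows for the choice of the 13 among all genes tested, and all 13 passed in each alternative on all libraries. These genes thus differed between UA and control in these libraries. That UA changes their expression in other populations is a hypothesis that was not tested.

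Among the gene sets that the paper does not discuss, cytochrome P450 genes held 12 DEGs, C-type lectins and lysozymes 27, and collagens 17. A Fisher p as small as in the real split was found in 2 of the 35 splits for P450 genes, in 5 for C-type lectins and in 8 for collagens. As many over-represented sets, 4 in the real split, were found in 5 of the 35 splits. Of the 8 splits that part every pair of equal replicate numbers, a p as small was found in 1 for P450 genes, 1 for C-type lectins and 3 for collagens, and with the replicate block the P450 genes were 3.98-fold over-represented. These families hold paralogs whose reads the counting may have shared. Of the 12 P450 DEGs, 6 belong to the 9 *cyp-13A* genes tested, and the P450 genes outside *cyp-13A* held 6 DEGs among 54 genes, where 3.06 were expected (one-sided Fisher's exact test, p = 0.0839). With the replicate block they held 15, of which 8 rose and 7 fell, where 4.31 were expected (one-sided Fisher's exact test, p = 1.36e-05), so that shared reads within *cyp-13A* do not account for the excess under that model. A grouping by chance is not excluded by the 35 splits, and the sharing of reads was not tested for C-type lectins and collagens. A response of these families to UA is a hypothesis that these libraries do not settle.

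Replicates 1 and 2 differed from replicates 3 and 4 in 1458 genes at an adjusted p under 0.05, a difference that the paper does not mention and the labels do not name. Library size did not differ between these groups (two-sided exact permutation test, p = 0.7429). The 10 most abundant genes took 8.23% to 9.26% of the counts in replicates 1 and 2 and 10.4% to 10.8% in replicates 3 and 4, but with these genes left out, 1447 genes still passed. The log2 fold change between the groups rose with gene length across genes (Spearman's rho 0.196). After a correction for length rho was -0.016 and 1234 genes passed, so that length does not fully account for the difference. Since the grouping was chosen for its size, the finding that 1 of the 35 splits, the grouping itself, gave as many genes carries no weight. A difference in yolk and egg content of the animals was tested on GSVA scores. The score of the vitellogenins was higher by 1.03 in replicates 3 and 4, and that of the eggshell and oocyte genes differed by -0.659 (two-sided exact permutation test, p = 0.0286 for each, the smallest possible; adjusted p = 0.11 over the 23 sets, of which 6 had this p). Since the grouping was taken from the same libraries, these p-values are too small. The same p was found for ribosomal proteins (0.883), lysosomal proteases and hydrolases (0.742), C-type lectins and lysozymes (0.588) and heat shock genes (-0.461). Populations that differed in their reproductive stage are thus a candidate explanation, but these scores do not single it out. A library or sequencing batch would part the replicates in the same way, and since the labels give no dates, these cannot be told apart. The design gives no condition that parts the replicates in this way, so no biological explanation from the design was tested.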

How the results depend on the processing

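The alternatives named in the processing summary were set before the data were examined, except the culture batch covariate, DESeq2 without a filter, DESeq2 with the replicate block and the gene length offset, which were chosen only after the results were seen.

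The count of all DEGs and that of upregulated DEGs stayed within 1.5 times their values under every alternative, with 641 to 937 DEGs across the 8 fits that each left out 1 library and 689 to 1151 across the alternatives on all libraries. Downregulated DEGs rose from 213 to 340 with no filter on low counts, 339 with the replicate block and 345 with the culture batch covariate. The 13 genes at an adjusted p under 0.05 became 167 with DESeq2, 45 with no filter, 115 with the replicate block, 219 with the culture batch covariate, 174 with DESeq2 without a filter and 344 with DESeq2 and the replicate block, and ranged from 5 to 16 across the fits that left out 1 library. All 13 genes passed in each of the alternatives on all libraries. The cause of the changes in number was not tested.

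The distance between the conditions passed p under 0.05 under no alternative, but it could not have done so with the replicate block or with the culture batch means removed, where the smallest possible p is 0.125 and 0.0556. The number of over-represented sets, 4, became 0 with the DEGs at an adjusted p under 0.05, which are too few for a set that holds 1 of them to pass, 1 with upregulated DEGs alone and 2 with downregulated DEGs alone, and ranged from 2 to 5 across the fits that left out 1 library. P450 genes had a fold over-representation of 0.0 among downregulated DEGs, and collagens 0.0 among the DEGs at an adjusted p under 0.05 and 0.62 among upregulated DEGs. Of the 32 fold values of the 4 named sets under the alternatives on all libraries, these 3 lay under 1 and 6 others lost an adjusted p under 0.05. With 1 library left out, lysosomal proteases and hydrolases lost it in 5 of the 8 fits and collagens in 1. The number of sets with a GSVA difference at an adjusted p under 0.05 was 0 under every alternative, with 0 to 2 sets at an unadjusted p under 0.05. As 14 of the 23 sets would have to reach the smallest p, and none can pass with the replicate block, this shows no stability.

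The log2 fold change of *emc-3*, -0.001, was 0.01 with upper-quartile factors and with library size only, and ranged from -0.063 to 0.037 across the fits that left out 1 library. That of *tmco-1*, -0.005, was 0.006 with upper-quartile factors and 0.005 with library size only, and ranged from -0.06 to 0.052. The score difference of the lysosomal membrane set was 0.023 with mean z-scores and 0.009 with library size only, and ranged from -0.173 to 0.09. With 1 library left out, the difference ranged from -0.241 to 0.029 for ER folding, from -0.347 to 0.003 for ER translocation and from -0.047 to 0.254 for lysosomal proteases and hydrolases. None of these values passed its test, and the cause of the changes in sign was not tested. Among 31 genes, 26 of those named in the text and the 5 others of the 13, 22 of 310 values on all libraries passed an adjusted p under 0.05 where the reported value did not, and 39 of 248 values with 1 library left out lost it.

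With 4 libraries against 4, a permutation p cannot go below 0.0286, and with the replicate block not below 0.125, so that a permutation test with the block cannot pass 0.05. The named genes had at least 16 counts in each library. Whether depth limits those with few counts, such as *pals-14* (lowest 16) and R08F11.4 (lowest 26), was not tested.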

Differences from the paper's values

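The paper's text gives 936 DEGs, 660 upregulated and 276 downregulated. The values here, 778, 565 and 213, are within 1.5 times the paper's. Under the alternatives set before the data were examined this also holds, except for 170 downregulated DEGs with the filter of at least 10 counts in every library, against the paper's 276. The fit without control replicate 4 gave 937 DEGs, 710 upregulated and 227 downregulated. DESeq2 without a filter on low counts, chosen after seeing the values, gave 942, 662 and 280.

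The paper states that *itr-1* was upregulated in the transcriptome. Here its log2 fold change was 0.17 (adjusted p = 0.826), and across the alternatives it ranged from 0.09 to 0.26 with an adjusted p from 0.487 to 0.98, including 0.16 with the replicate block. In none of the 21 fits run did *itr-1* pass both thresholds of the paper's methods, an unadjusted p under 0.05 and a fold change over 1.2, which is 0.263 on the log2 scale, but 2 fits passed 1 of them. Without control replicate 4 the log2 fold change was 0.256 (unadjusted p = 0.0349), and in the separate fit of replicates 3 and 4 it was 0.265 (unadjusted p = 0.0772).

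The paper states that the principal components of the transcriptome cluster the control and UA groups. Here the second component separated them, and the first followed the replicates and separated them within each culture batch. The distance between the conditions exceeded that within them by 2.83 (exact permutation test, p = 0.114). With the culture batch means removed, an alternative chosen after seeing the values, the difference was 6.78 (exact permutation test, p = 0.0556, the smallest possible). The first component then carried 29.42% of the variance, and UA and control differed by 32.56 along it (two-sided exact permutation test, p = 0.0556).

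The paper names calcium signaling, the ER, lysosomes, mitochondria and peroxisomes among the terms enriched in DEGs. The sets tested here follow gene names and are not the GO terms of the paper. Among these compartments, only the set of lysosomal proteases and hydrolases was over-represented, at 2.82-fold (adjusted p = 0.0383). Whether its DEGs act in lysosomes was not examined. With each library left out in turn, this set lost an adjusted p under 0.05 in 5 of the 8 fits. It passed with the replicate block, at 3.51-fold (adjusted p = 0.000136), and within replicates 1 and 2, at 3.06-fold, and replicates 3 and 4, at 5.77-fold (adjusted p = 4.37e-05 and 6.58e-08). In the former 8 of its DEGs rose and 10 fell, and in the latter 10 rose and 6 fell. These p-values take the genes as independent. Over all libraries, a Fisher p as small was found in 9 of the 35 splits. Among the 8 splits that part every pair of equal replicate numbers, only the real split gave it. Over all libraries without the block, the calcium set was at 0.28-fold, the peroxisome set at 1.6-fold (adjusted p = 0.944), and the mitochondrial and ER sets held 0 DEGs. With the block, the respiratory chain and the mitochondrially encoded genes held 1 DEG each. Among replicates 1 and 2 alone, the respiratory chain held 4 and the calcium set 6 (0.82-fold). The mitochondrial ribosome, protein import, carriers and ER folding held 1 each there. Each of these counts was below the expected one.

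Figure 3A shows higher transcriptomic scores with UA for most of its ER terms and for its calcium, lysosome and peroxisome terms, and lower scores for its mitochondrial terms. With the sets used here the mitochondrial, calcium and peroxisome differences had the signs of Figure 3A, at -0.483 for the respiratory chain, 0.151 and 0.391. The ER differences, -0.12 and -0.132, and that of the lysosomal membrane, -0.026, had the opposite sign, but each of these changed sign between the culture batches, while lysosomal proteases and hydrolases differed by 0.083. None passed the exact test.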

Other observations

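In this part, the counts of splits for DEGs and the tests of gene length and of egg and sperm content were chosen in advance, and the other tests were chosen only after the result was seen.

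As many DEGs at an unadjusted p under 0.05 and a fold change over 1.2 as the 778 between UA and control were found in 4 of the 35 splits of the 8 libraries. The split that follows the culture batch, which holds both conditions on each side, gave 1965, and a further 2 splits gave 993 and 838. Of the 8 splits that part every pair of equal replicate numbers, 1, the real split, gave as many. The most that another of these gave was 474, but 8 splits cannot show a share under 5%. With the replicate block, 1094 DEGs were called. A Fisher p as small as that of the lysosomal proteases and hydrolases was found in 9 of the 35 splits, and in 1 of the 8 that part every pair, the real split.

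Of the 778 DEGs, 72.6% rose. The log2 fold change had a Spearman's rho of 0.04 with gene length across genes, and after a correction for length 65.95% of the DEGs rose. The correction also lowered the median log2 fold change of all genes from -0.003 to -0.0275, among short and long genes alike. The smaller share is thus no evidence of an effect of length. With 492 DEGs higher and 254 lower after the correction, length does not account for the whole excess. Whether it accounts for a part cannot be told from this test. With the vitellogenin, eggshell, oocyte and sperm genes left out, 72.65% rose, but since these genes held 3 DEGs, this could hardly have come out otherwise. Their scores did not pass a test between UA and control that takes no account of the culture batch (exact permutation test, p = 0.771, 0.457 and 0.371), and the score of the eggshell and oocyte genes differed by -0.259 among replicates 1 and 2 and -0.194 among replicates 3 and 4. The excess thus cannot be told apart from a difference in egg and sperm content. Among the 187 DEGs at or above the median expression, 83.96% rose, and among the 591 below it, 69.0%, so that low counts do not account for the excess.

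The paper reports raised levels of proteins whose genes, 23 in number, are in the table. Of these genes, 6 were higher and 17 lower in UA, with log2 fold changes from -0.27 to 0.32. The mean log2 difference over the list was -0.018 (two-sided exact permutation test, p = 0.6286), so that a rise of their mRNA was not detected. At an unadjusted p under 0.05 there were 2 such genes and at an adjusted p under 0.05 there were 0, over the list or over all genes. With the replicate block there were 7 and 1, the latter over the list or over all genes. *fat-5*, which overlaps another expressed gene, had a log2 fold change of 0.32 (adjusted p = 0.333, and 0.031 with the replicate block, where the log2 fold change was 0.31). *cox-5B* had a log2 fold change of -0.21 (adjusted p = 0.683). *emc-3*, which also overlaps an expressed gene, and *tmco-1* had log2 fold changes of -0.001 and -0.005, with CPM of 79.8 ± 4.3 in control and 79.7 ± 6.88 in UA (SD, n = 4) for *emc-3* and of 99.2 ± 5.47 and 98.9 ± 10.7 (SD, n = 4) for *tmco-1*. Of the 37 genes that the paper names, 4 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05 over the list, where the lowest was 0.118. With the replicate block, 10 had an unadjusted p under 0.05 and 1, *fat-5*, an adjusted p under 0.05 over the list (0.00611). Without the block, the 4 genes were, besides *fat-5* and *cox-5B*, *unc-43*, with a log2 fold change of 0.19, and *dct-1*, with 0.16, both higher in 4 of 4 replicates. The log2 fold change was -0.08 for *mcu-1* and 0.08 for *sca-1* (adjusted p = 0.839 and 0.744). For *gst-4*, whose promoter drives the paper's SKN-1 reporter, it was -0.17 (standard error 0.41, adjusted p = 0.962 from edgeR's test). It was -0.54 among replicates 1 and 2 and -0.01 among replicates 3 and 4, so that a rise of this mRNA was not detected.

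The effect of UA was compared between the culture batches. Its Pearson correlation across genes, which are not independent replicates, was 0.234 between replicates 1 and 2 and replicates 3 and 4. Of the 9 pairs of splits within the culture batches, 1, the real pair, gave a correlation as large, and the largest of the others was 0.1 in size, but 9 pairs cannot show a share under 5%. The difference in the effect of UA between the culture batches passed an adjusted p under 0.05 in 11 genes and an unadjusted p under 0.05 in 1173. The lowest adjusted p was that of *act-5*, singled out after its values were seen, with a log2 fold change of 0.82 among replicates 1 and 2 and -0.32 among replicates 3 and 4 (adjusted p = 0.0106 for the difference). No explanation was tested for these genes.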
